# Paracrine regulation of pancreatic cancer cell response to chemotherapy by GLI2–collagen I signaling

**DOI:** 10.1016/j.jbc.2025.110311

**Published:** 2025-05-29

**Authors:** Renzo E. Vera, Maite G. Fernandez-Barrena, Jose M. Falero, John Y. Kwon, Roberto A. Garza, Ashley N. Sigafoos, Matthew D. Ross, Merih Deniz Toruner, Murat Toruner, Ezequiel J. Tolosa, Luciana L. Almada, Huocong Huang, Rolf A. Brekken, Martín E. Fernandez-Zapico

**Keywords:** collagen, pancreatic cancer, tumor microenvironment, GLI2, fibroblast

## Abstract

Despite the well-described role of noncellular components of the tumor microenvironment (TME) in regulating tumor growth, the molecular events dictating expression and biological functions of key components of the TME remain elusive. Here, using pancreatic cancer (PC) models, we describe a novel mechanism through which the zinc finger transcription factor GLI2 in cancer-associated fibroblasts (CAFs) induces expression of *COL1A1*, which is a major component of type I collagen, the most abundant collagen variant in the tumor milieu. Bulk and single-nuclei RNA-Seq showed that *GLI2* expression in CAF strongly correlates with *COL1A1* expression levels, fibrosis, and CAF activation. Chromatin immunoprecipitation–quantitative PCR and expression studies of the PC matrisome identified *COL1A1* as the direct target of GLI2 in CAFs. We also provide evidence that GLI2 is an effector that mediates *COL1A1* induction by transforming growth factor β1. RNA-Seq analysis of PC cells treated with type I collagen revealed enrichment of chemotherapeutic gene expression profiles, which includes irinotecan resistance signature. Viability studies confirmed that type I collagen promotes irinotecan resistance in PC cells. Altogether, our results uncover a novel role for the transforming growth factor β1–GLI2 axis within CAFs to modulate type I collagen expression and promote chemoresistance in PC cells. Together, our findings help increase the understanding of the complex molecular network operating in the TME.

Despite decades of research, pancreatic cancer (PC) remains a fatal disease and is projected to become the second leading cause of cancer-related death in the United States by 2040 (1). Although some advancements in frontline therapies for PC have been made over the last several years (2, 3, 4), chemoresistance and a paucity of effective molecular targets remain significant barriers to progress in the management of this deadly disease, which has a 5-year overall survival rate of ∼13% (5). There is, therefore, a need for a better understanding of PC pathobiology to help identify more effective therapies for this malignancy. In recent years, numerous reports have highlighted the importance of the tumor microenvironment (TME) as a leading force in PC evolution (6, 7). The protumorigenic behavior of the TME is driven by the complex interplay between diverse cellular population (including cancer-associated fibroblasts [CAFs], immune, and endothelial cells) and the dense matrisome predominantly composed of collagens, integrins, and proteoglycans. Increasing our knowledge of the mechanisms modulating this interplay will help in understanding the function of the TME in PC biology and therapeutics.

Here, we provide evidence for a novel mechanism in which the transcription factor GLI2 acts as a downstream effector of transforming growth factor β1 (TGFβ1) signaling in CAFs to drive therapeutic resistance in PC cells. TGFβ is a well-established cascade regulating PC TME by controlling noncellular structures and cellular dynamics (8, 9, 10, 11, 12, 13). TGFβ signaling is controlled by three major ligands, TGFβ1 is the most upregulated in PC, and it has been reported to contribute with disease progression and correlates with lower survival (8, 9). Our association studies demonstrated that the expression of GLI2 and type I collagen is positively correlated in PC samples with high grade of fibrosis, a common feature of this malignancy. At the same time, we probed that the activation of CAFs was associated with higher expression of *GLI2* and *COL1A1*, a major component of type I collagen (14, 15, 16, 17). Harnessing a combination of chromatin immunoprecipitation–quantitative PCR (ChIP–qPCR), luciferase, and expression studies, we demonstrated that *COL1A1* is a direct transcriptional target of GLI2 downstream of TGFβ1. In addition, we have shown an enrichment in gene signatures associated with irinotecan resistance in PC cells treated with collagen I. Further studies confirmed the resistance of PC cells to SN38, the active metabolite of irinotecan, upon incubation with type I collagen. These results underscore the molecular feedback between CAFs and PC cells, which involves regulation of the TME and response to chemotherapeutic agents.

## Results

### GLI2 expression correlates with the levels of fibrosis in PC patients

First, we examined the expression of *GLI2* in relation to the grade of CAF tumor infiltration, an indicator of levels of fibrosis, in The Cancer Genome Atlas samples (Pan-Cancer atlas, 2018). Employing the Microenvironment Cell Population-counter (MCP-counter) method (18), tumor samples were scored according to the grade of CAF infiltration. We observed that more than 90% of the patients with the highest fibrosis score displayed a high Z-score for *GLI2* expression in comparison to patients with low fibrosis (LF) score (Fig. 1*A*). Survival curves showed that patients with high fibrosis (HF)/high *GLI2* expression (HF group) tend to have less survival probability than LF/low *GLI2* patients (LF group) (Fig. 1*B*). These results were confirmed in separate cohorts (19, 20) showing that tumors with HF display increased levels of *GLI2* (Fig. S1, *A* and *B*). Next, we validated these results in our institutional cohort of PC patients. Tissue samples were classified based on the grade of fibrosis (F0–F3) (Fig. 1*C*, *right panel*). Using qPCR, the expression of GLI2 was measured. Results show increased levels of this transcription factor in samples with high-grade fibrosis (F3) in comparison to low-grade fibrosis (F0/F1) (Fig. 1*C*). Finally, to define the cellular compartment associated with increased *GLI2* expression and candidate profibrotic function, we used single-nucleus RNA-Seq (snRNA-Seq) data from publicly available sources (21). The analysis provides evidence that the transcriptional activity of *GLI2* was mainly associated with the fibroblast compartment (Fig. S1, *C* and *D*). Thus, employing multiple approaches, we confirmed a positive correlation between fibrosis and GLI2, presenting the fibroblast compartment in the tumor stroma as the major source of GLI2 activity.

**Figure 1:**
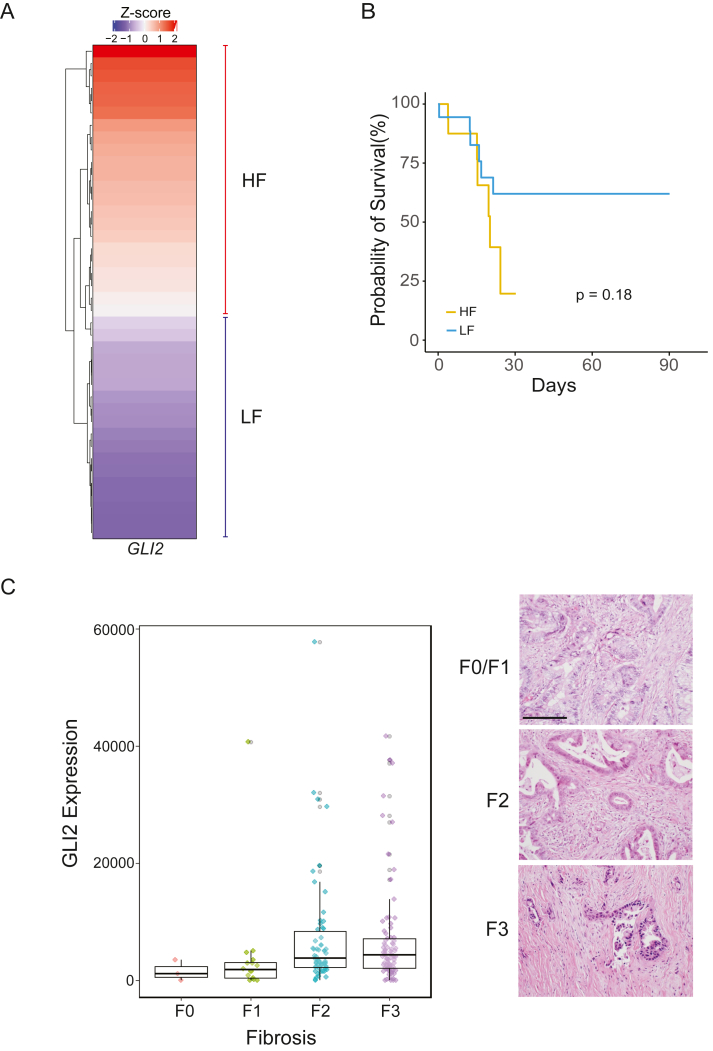
**PC patients with high levels of fibrosis are positively correlated with GLI2 expression**. *A,* heatmap showing the Z-score for GLI2 in PC patients (n = 40) classified with high fibrosis (HF) or low fibrosis (LF) according to the TME Cell Population-counter (MCP-counter) method from bulk RNA-Seq data (Pan-Cancer atlas, 2018). *B,* Kaplan–Meier curve depicting survival in HF and LF patients (total n = 36, log-rank test, *p* = 0.18). *C, left,* evaluation of *GLI2* expression and fibrosis level (from F0 to F3) in PC patient samples (n = 158). *Right,* representative images from H&E-stained tissues with different grades of fibrosis. Scale bar represents 100 μm. PC, pancreatic cancer; TME, tumor microenvironment.

### GLI2 is an effector of TGF**β**1 to induce type I collagen by CAFs

Given the aforementioned results, we hypothesize that GLI2 may regulate the transcription of key components of PC extracellular matrix. We curated a list of top molecules reported to be upregulated in PC matrisome (22, 23, 24) and analyzed using snRNA-Seq data. The analysis reveals that *GLI2* and the collagen genes *COL11A1*, *COL1A1*, and *COL1A2* are highly enriched in fibroblasts (CAFs) compared with other cellular compartments in the TME (Fig. S2, *A*–*C*). Also, we observed enriched expression in the fibroblast compartment for other components of the matrisome, such as SPARC, SERPINE1, and POSTN (Fig. S2, *D*–*F*), with no differences in the expression levels of LGALS3, LOXL1, PLAU, PRG2, TGM2, CXCL12, and IL6 **(**Fig. S2, *G–M*). These results raise the possibility that GLI2 may promote the transcription of collagen genes. To define this association between GLI2 and critical PC-related matrisomal proteins, we overexpressed GLI2 in a PC CAF cell line (human pancreatic stellate cell [HPSC]). qPCR results showed that CAFs harboring high GLI2 expression enhanced the expression of these targeted extracellular matrix components, including *COL1A1* and *COL11A1*, compared with their control counterparts (Fig. 2*A*). As type I collagen is one of the main components in the TME (14, 15, 16, 17), we focused on studying the functional interplay between GLI2 and *COL1A1*. In our patient cohort, we found higher levels for *COL1A1* and *GLI2* in PC in comparison to healthy and pancreatic intraepithelial neoplasia tissues (Fig. 2, *B* and *C*) and a positive correlation between *GLI2* and *COL1A1* in tumors (Fig. 2*D*).

**Figure 2:**
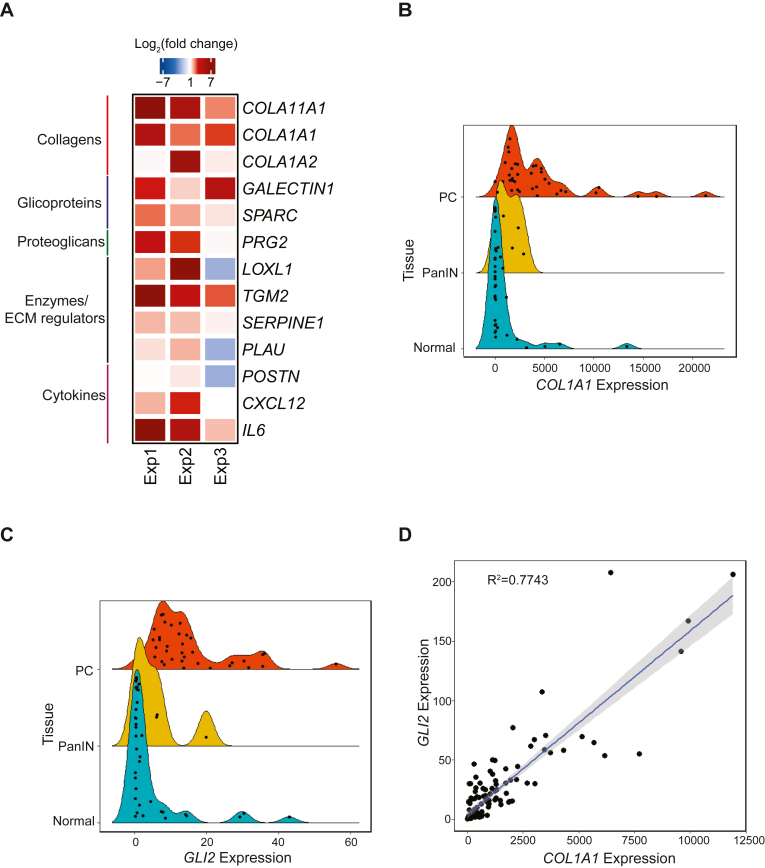
***GLI2* and *COL1A1* expression are associated *in vitro* and *in vivo*.***A,* heatmap showing the relative expression levels of matrisome genes under *GLI2* overexpression conditions. HPSCs were transfected with pCMV-GLI2 or pCMV empty vector. Twenty-four hours later, RNA was extracted and the expression of selected matrisome genes was evaluated by qPCR and referred to the control (n = 3). *B,* comparative expression of *COL1A1* in samples categorized as normal pancreas, premalignant (PanIN), and pancreatic cancer (PC) tissues. Extraction of RNA was performed in patient's tissue samples. qPCR was employed for gene expression (n = 70). *C,* comparative expression of *GLI2* in samples categorized described above. qPCR was employed for gene expression (n = 70). *D,* linear regression analysis for *GLI2* and *COL1A1* taking the expression analysis performed in *B* and *C*. *R*^2^ = 0.77. HPSC, human pancreatic stellate cell; PanIN, pancreatic intraepithelial neoplasia; qPCR, quantitative PCR.

Next, we sought to define if *COL1A1* is a direct target of GLI2. Bioinformatic analysis showed that the *COL1A1* promoter has four potential GLI consensus DNA-binding sites (5′-CCACCCAG-3′) (Fig. 3*A*, *lower panel*). ChIP–qPCR assays using GLI2 antibody in two different CAF cell lines demonstrated that consistently GLI2 occupies one of these binding sites on the *COL1A1* promoter (Fig. 3*A*, *upper panel*). Using a *COL1A1* promoter luciferase reporter construct, we show that the overexpression of GLI2 in HPSC and FPI34 cells increased *COL1A1* promoter activity (Fig. 3*B*, *lower panel*). The level of expression of GLI2 was determined by Western blot (Fig. 3*B*, *upper panel*). Furthermore, we sought to validate the importance of the identified GLI2 binding site in *COL1A1* promoter activity. Luciferase assay was performed employing a mutant construct carrying a deletion of this GLI2 binding site previously defined by ChIP–qPCR (Fig. 3*A*). The results showed a reduction in activity of the mutant promoter compared with the WT counterpart in CAFs overexpressing GLI2 (Fig. 3*C*, *lower panel*). Equal levels of GLI2 expression were confirmed by Western blot (Fig. 3*C*, *upper panel*). In addition, we evaluated whether forced GLI2 expression increased the levels of soluble type I collagen in HPSCs. The level of *GLI2* expression was checked by qPCR (Fig. 3*D*, *right panel*). Cell culture supernatants recovered from these experimental groups showed a significant increase in the concentration of soluble type I collagen in the conditioned media from GLI2-overexpressing fibroblasts (Fig. 3*D*, *left panel*). Next, employing two independent shRNAs in HPSCs, we showed that the knockdown of *GLI2* correlated with a reduction in *COL1A1* expression (Fig. 3*E*, *left panel*) and promoter activity (Fig. 3*F*). GLI2 knockdown was confirmed by qPCR (Fig. 3*E*, *right panel*).

**Figure 3:**
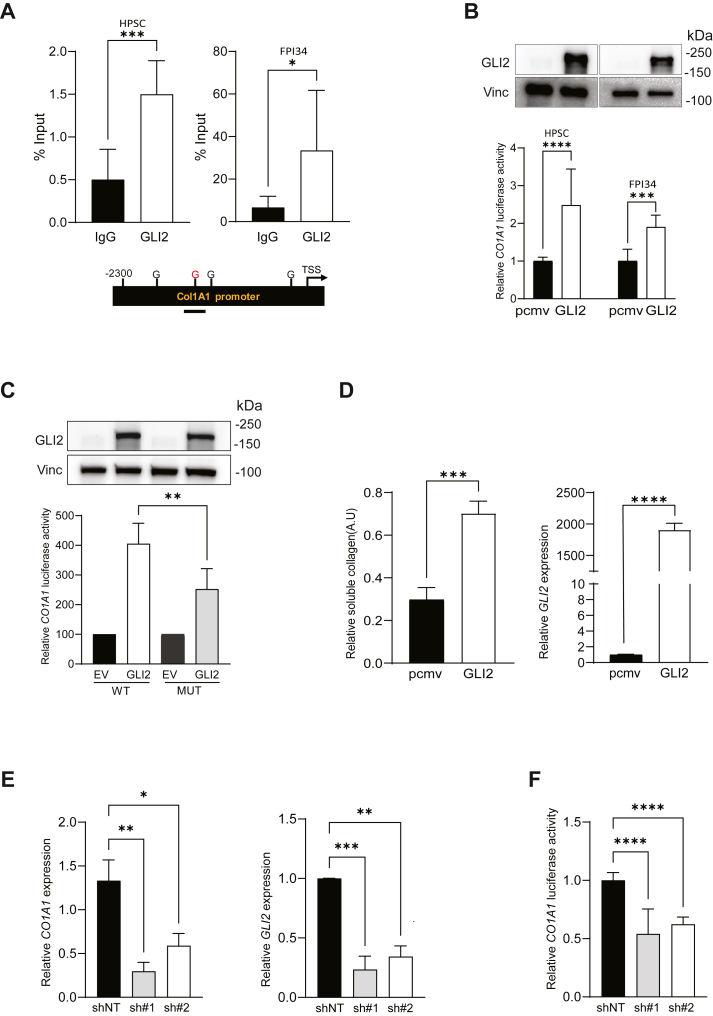
**COL1A1 is a direct target of GLI2 transcription factor in CAFs**. *A, top panel,* ChIP assay for HPSC and FPI34 fibroblasts showing the endogenous binding (% of Input) of GLI2 to the *COL1A1* promoter. Normal human immunoglobulin G (IgG) was taken as control. *Bottom panel,* schematic representation of the *COL1A1* gene promoter region with the four predicted GLI2-binding sites. *Line* represents the promoter region analyzed in the ChIP assay. *B, top panel,* Western blots showing the overexpression of GLI2. HPSC and FPI34 cells were transfected with pCMV-GLI2 or pCMV empty vector (EV). Twenty-four hours later, protein lysates were collected and analyzed. Vinculin was used as loading control. *Bottom panel,* luciferase reporter assay in HPSC and FPI34 fibroblast showing *COL1A1* promoter activation under GLI2 overexpression conditions. *C, top panel,* Western blots showing the expression of GLI2. HPSCs were transfected with pMV-GLI2 (GLI2) or pMV EV in combination with either the WT or mutant (MUT) COL1A1 reporter. Twenty-four hours later, protein lysates were collected, quantified, and analyzed. Vinculin was used as loading control. *Bottom panel,* luciferase reporter assay in HPSC showing WT or MUT promoter activation under GLI2 or EV overexpression conditions. *D, right,* relative soluble type I collagen levels determined by Sircol assay in supernatants from GLI2-overexpressing fibroblasts. *Left,* qPCR assay showing the relative *GLI2* mRNA expression in fibroblasts used to analyze the secretion of soluble collagen I. *E, left,* relative *COL1A1* mRNA expression in HPSC fibroblasts treated with two shRNAs (sh#1 and sh#2) targeting *GLI2* or the nontargeting control (shNT). *Right,* GLI2 expression in HPSCs transfected with aforementioned shRNAs. RNA was collected 24 h post treatment, and qPCR was performed. *F,* luciferase reporter assay for *COL1A1* promoter under *GLI2* silencing conditions (sh#1 and sh#2) or control (shNT). Results are expressed as means ± SD. Statistical significance, ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; and ∗∗∗∗*p* < 0.0001. CAF, cancer-associated fibroblast; ChIP, chromatin immunoprecipitation; G, GLI binding site; qPCR, quantitative PCR; TSS, transcription start site.

Given the fact that TGFβ1 is a key regulator of PC TME and fibroblast activity (8, 9, 10, 11, 12, 13, 25, 26) and is enriched in the fibroblast compartment (Fig. S2*N*), we evaluated whether TGFβ1-induced *COL1A1* expression depends on GLI2 activity in our CAF models. To this end**,** CAF HPSCs were treated with 20 ng/ml of TGFβ1 for 48 h. Expression analysis showed induction of *GLI2* and *COL1A1* expression upon TGFβ1 stimulation (Fig. 4*A*). Similar results were seen in a TGFβ1-responsive fibroblast line (MRC-5). Treatment with TGFβ1 (4 ng/ml) for 48 h showed strong induction of the collagen synthesis–related genes *COL1A1* and *COL1A2* as well as *GLI2* (Fig. S3*A*). As expected, TGFβ1 induced the expression of classic CAF activation markers, such as *FAP*, *ACTA2*, *CXCL12*, and *IL6* (Fig. S3*B*). Interestingly, siRNA-based knockdown of *GLI2* (Fig. S3*C*) abrogated the mRNA induction of *COL1A1* by TGFβ1 (Fig. 4*B*, *left panel*). Finally, we demonstrated that the GLI2 knockdown also led to reduced soluble collagen levels (Fig. 4*B*, *right panel*). Our results demonstrated that *COL1A1* is a novel direct transcriptional target of GLI2 downstream of TGFβ1 signaling.

**Figure 4:**
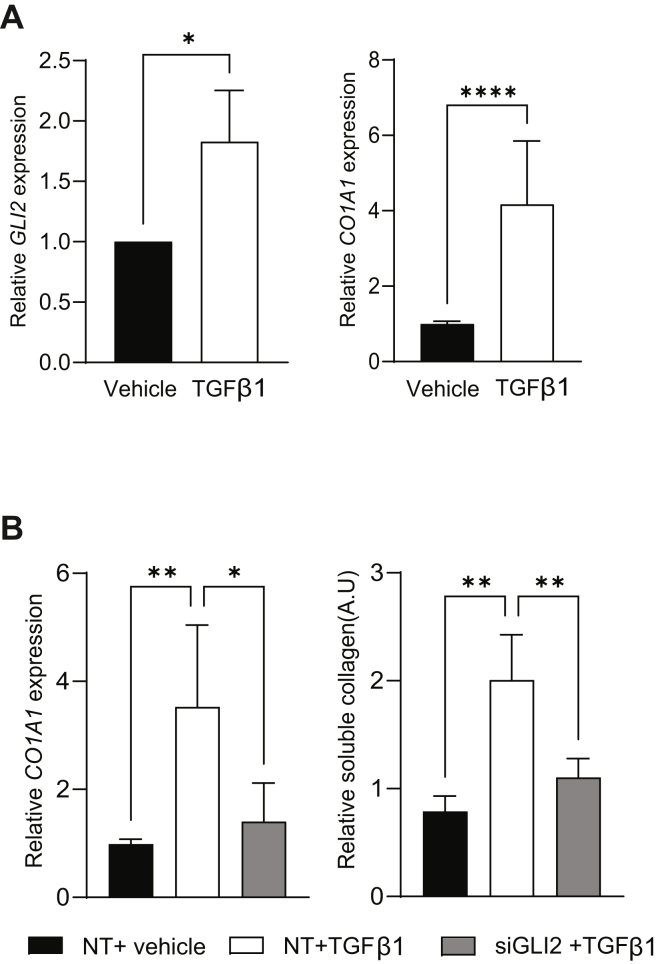
**TGFβ1 regulates the secretion of soluble type I collagen through the activity of GLI2**. *A, left,* relative *GLI2* mRNA expression in HPSC fibroblast treated with TGFβ1 or vehicle (control). *Right,* relative *COL1A1* mRNA expression in HPSC fibroblasts treated with TGFβ1 or vehicle (control). HPSCs were treated with 20 ng/ml TGFβ1 over 72 h. RNA was collected, and qPCR was performed (n = 3). *B, left,* effect of GLI2 silencing on *COL1A1* expression triggered by TGFβ1. HPSCs were incubated with siRNA targeting GLI2 (siGLI2) or nontargeting control (NT). After 48 h, cells from each group were incubated with TGFβ1 or vehicle over 72 h. RNA was collected, and qPCR was assayed (n = 3). *Right,* effect of GLI2 silencing on soluble type I collagen secretion triggered by TGFβ1. HPSCs were treated with siGLI2 or NT. After 48 h, cells from each group were incubated with TGFβ1 or vehicle over 72 h. Supernatants from these cell cultures were harvested, and soluble type I collagen was measured by Sircol assay (n = 3). Results are expressed as means ± SD. Statistical significance, ∗*p* < 0.05; ∗∗*p* < 0.01; and ∗∗∗∗*p* < 0.0001. HPSC, human pancreatic stellate cell; qPCR, quantitative PCR; TGFβ1, transforming growth factor β1.

### Type I collagen promotes irinotecan resistance in PC cells

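PANC-1 is a cell line established from a human pancreatic carcinoma. RNA from cells exposed to soluble type I collagen for 0 h, 3 h and 24 h was sequenced, with 3 samples at each time and 9 in all. The cells had been kept overnight in 1% FBS before the collagen was added in fresh medium. The paper's results and the labels of the samples give 10 μg/ml of type I collagen, the paper's methods give 50 μg/ml, and the serum in the fresh medium is 5% FBS in the methods and 10% FBS in the labels. The 0 h samples were the only controls analysed here, so each comparison with 0 h includes the change of medium and the time in culture along with the collagen. The authors aligned the reads with MAPRseq, counted them on genes with htseq-count and deposited normalized counts. Each deposited value was a whole number of reads divided by 1 size factor per sample, which ranged from 0.866 to 1.16, and multiplying back gave whole numbers for 100% of the values. The reads counted on genes ranged from 58451124 to 77865151 per sample, with a median of 72425857 at 0 h, 66195884 at 3 h and 66967151 at 24 h. The 10 genes with the most reads took between 4.26% and 6.48% of each library. Differential expression was tested with limma on the log2 of the normalized count plus 1, in 1 fit to the 9 samples, for the 23555 genes with a mean normalized count of at least 10. In a principal component analysis of these log2 values, the first component held 47.0% of the variance and the second 19.8%. Replicates 1 and 2 at 24 h lay at 80.2 and 96.5 on the first component, whereas replicate 3 at 24 h lay at -25.9, within the span of the 3 samples at 0 h from -45.2 to -22.0. Across genes, which are not independent replicates, Pearson's r of replicate 3 at 24 h was 0.984 to 0.990 with the 0 h samples and 0.963 to 0.972 with the other 24 h samples.

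**Figure D1:**
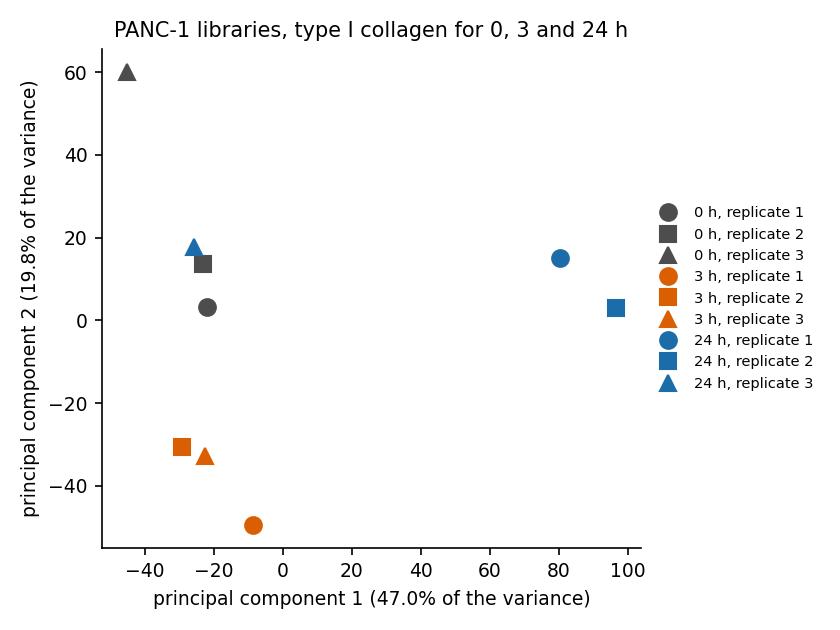
Principal component analysis of the 9 PANC-1 libraries, with the first component on the x axis and the second on the y axis, both without units, and 1 point per library. Replicate 3 at 24 h sits beside replicates 1 and 2 at 0 h.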

To shed light on the biological consequences of these increased levels of collagen, PANC-1 cells were stimulated with 10 μg/ml of type I collagen, and RNA was collected 3 h and 24 h after treatment for RNA-Seq analysis. 

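The 0 h and 3 h samples were clustered on the log2 normalized counts of the 1000 most variable genes, by Euclidean distance with complete linkage. The 2 clusters were the 3 samples at 0 h and the 3 samples at 3 h. The mean distance between the times was 1.51 times the mean distance within them, the highest ratio among the 10 splits of the 6 samples (exact permutation test, one-sided p = 0.1, the smallest p that 3 samples against 3 allow). With each sample left out in turn the ratio stayed between 1.36 and 1.58. The alternative that moved the ratio most was 1 minus Spearman's correlation as the distance, with 1.79, and the one that changed the grouping was the use of every gene with a mean normalized count of at least 10, for which the ratio was 1.25 and the first split separated replicate 3 at 0 h from the other 5 samples.

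At 3 h, 244 genes had an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment, of which 216 were higher and 28 lower than at 0 h. DESeq2 on the recovered reads gave 679 such genes, 532 higher and 147 lower, including all 244 from limma. The setting that moved the count most was DESeq2 with only the 0 h and 3 h samples in the fit, which was chosen after seeing the data and gave 1144 genes. Leaving out replicate 1, 2 or 3 at 3 h gave 78, 108 and 144 genes, and leaving out replicate 1, 2 or 3 at 0 h gave 124, 103 and 199 genes. The 3 values at 3 h lay all above or all below the 3 values at 0 h for 5601 genes, 23.8% of the genes tested, where chance gives 10%.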

Unsupervised clustering revealed that as soon as 3 h post treatment, there is differential gene expression between control and type I collagen-treated samples (Fig. 5*A*). The upregulated genes were related to highly aggressive, tumor-promoting pathways, such as inflammatory response, early growth response signaling, and oncogenic cytokine–receptor interaction (Fig. S4*A*–*C*) (27, 28, 29). 

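Gene lists written beforehand were tested at 3 h with limma's camera, a two-sided test that assumes a fixed correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over 32 tests. The 4 genes of the EGR family had a median log2 fold change of 5.41 (adjusted p = 1.46e-11), and all 4 passed an adjusted p of 0.05 over all genes and adjusted over the list alone. The paper names early growth response signaling from these samples, and 3 of the 4 genes are drawn in Fig. S4A or Fig. S4C. The result of this list is therefore not independent evidence. EGR1 (ENSG00000120738), on chromosome 5 from 137801168 to 137804992 in GRCh37, rose from 167 ± 45.9 to 5274 ± 2370.3 normalized counts (SD, n = 3 at each time), a log2 fold change of 4.88 (standard error 0.60, adjusted p = 0.00271 from limma with Benjamini-Hochberg adjustment). EGR2 had a log2 fold change of 4.39 (adjusted p = 0.0457), which was past 0.05 in 0 of the 6 limma fits that each left out 1 sample, with adjusted p from 0.0695 to 0.240, although its direction held in each. The alternative that moved the EGR family most was a filter at a mean normalized count of at least 50, with a median of 5.93.

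Among the chemokine ligands, 12 of 14 tested genes were higher at 3 h, with a median log2 fold change of 1.56 (camera, adjusted p = 8.71e-12), and 6 passed an adjusted p of 0.05 over all genes against 8 adjusted over the list alone. CXCL8 (ENSG00000169429), on chromosome 4 from 74606236 to 74609433, rose from 32.2 ± 6.32 to 1700.3 ± 259.6 normalized counts, a log2 fold change of 5.68 that stayed between 5.53 and 5.81 with each sample left out. CXCL1 (ENSG00000163739), on chromosome 4 from 74735110 to 74737025, rose from 83.2 ± 8.80 to 1057 ± 63.5. CCL2 (ENSG00000108691), on chromosome 17 from 32582293 to 32584227, rose from 8079 ± 1458 to 38361 ± 4944. The log2 fold changes of CXCL1 and CCL2 were 3.66 (standard error 0.30) and 2.25 (standard error 0.20), each with an adjusted p of at most 4.91e-04. Of the NF-kB target genes, 21 of 21 were higher (median 2.16, camera adjusted p = 2.43e-35), 15 of them past the adjusted p over all genes and 19 adjusted over the list alone. The immediate early genes were higher in 29 of 29 (median 1.29, camera adjusted p = 1.30e-27), with 14 past the adjusted p over all genes and 20 adjusted over the list alone. CCN2 (ENSG00000118523), on chromosome 6 from 132269316 to 132272512, rose from 8701 ± 1034 to 74352 ± 22002 normalized counts, a log2 fold change of 3.05 (adjusted p = 3.90e-04). The cytoskeletal target genes of SRF, a transcription factor that serum activates, had a median of 0.37 (camera adjusted p = 2.79e-05), with 13 of 15 higher, 2 past the adjusted p over all genes and 5 adjusted over the list alone. These 5 lists also passed fry, limma's rotation test, with adjusted p from 3.92e-04 for the EGR family to 0.0263 for the SRF genes, and with a correlation estimated from the data the first 4 of them passed, with adjusted p from 0.0177 to 0.0300, against 0.148 for the SRF genes. Without replicate 1 at 0 h, replicate 2 at 0 h, replicate 1 at 3 h or replicate 2 at 3 h, the SRF genes no longer passed fry, with adjusted p of 0.0655, 0.0693, 0.0635 and 0.0845, and over the 6 such fits it ranged from 0.0255 to 0.0845. The median of each of the 5 lists kept its sign with quantile normalization and with values rescaled to equal totals. The lists share genes. With the lists of Fig. S4A and Fig. S4C set aside, 3 of the 4 genes in the EGR family and 6 of the 14 chemokine ligands stand on another list. So do 7 of the 21 NF-kB target genes and 3 of the 29 immediate early genes. In the same order, 3, 5, 4 and 5 genes of these lists are drawn in Fig. S4A or Fig. S4C. The study chose the genes of both panels on these samples, so for those genes the rise is not independent evidence.

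**Figure D2:**
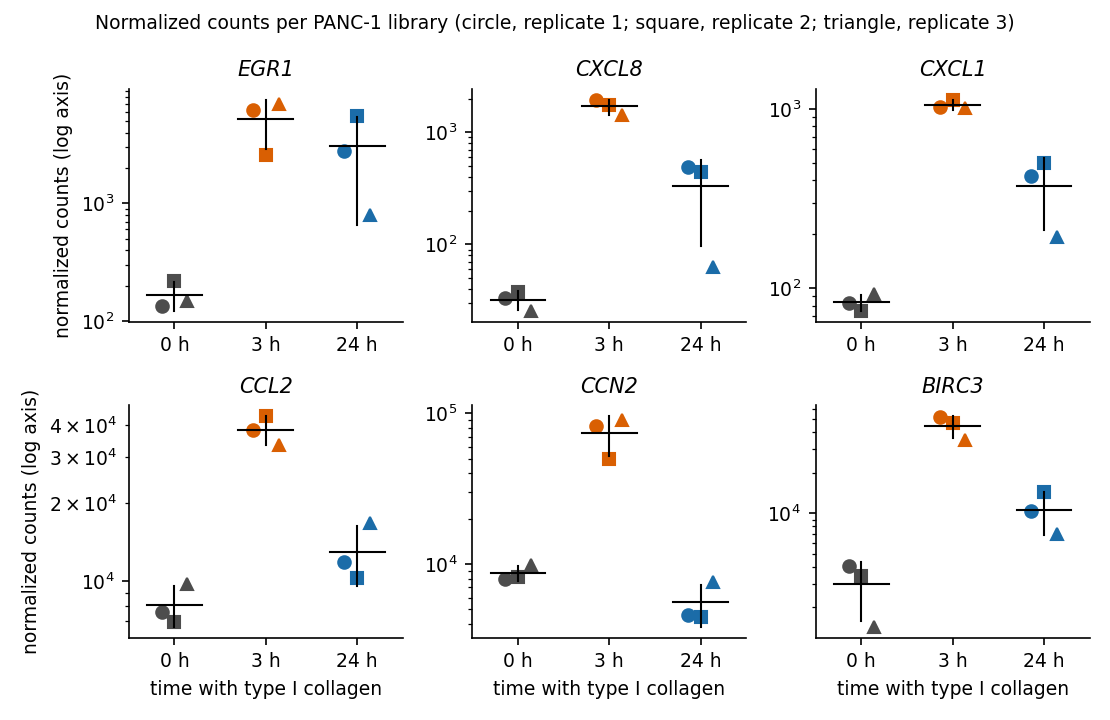
Normalized counts of 6 genes per PANC-1 library on a log axis, by hours with type I collagen, with 1 marker per library, horizontal lines at the mean and vertical lines for 1 SD (n = 3). All 3 samples at 3 h lie above all 3 samples at 0 h for each of the 6 genes.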

Interestingly, gene set enrichment analysis (GSEA) shows that genes associated with irinotecan resistance were enriched after type I collagen stimulation (Fig. 5*B*, Table S1). 

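Table S1 lists the 26 genes of the irinotecan resistance set with their rank metric at 3 h. With the 41449 genes that had a read in the 0 h or 3 h samples ranked by signal to noise, the difference of the means over the sum of the SDs, the enrichment score of the 26 genes was 0.461 (normalized 1.43, one-sided p = 0.0462 in a permutation of genes, against 10000 random sets of 26). The ranks of Table S1 show that the paper ranked fewer genes. Its running score peaks higher and further down the set, at COPB2, whereas here the peak was at PLK2. The real order of the sample labels gave the highest score among the 20 orders (exact permutation test, one-sided p = 0.05, the smallest p that the orders allow). The signal to noise was 4.03 for BIRC3 (ENSG00000023445, chromosome 11 from 102188215 to 102210134 in GRCh37) and 3.26 for CCL2, and 0.91 for the next gene, GLIS3. BIRC3 rose from 2990.2 ± 1393 to 44598 ± 8539 normalized counts (SD, n = 3), a log2 fold change of 4.02 (standard error 0.37, limma adjusted p = 5.06e-04 with Benjamini-Hochberg adjustment), between 3.55 and 4.31 with each sample left out. The setting that moved the score's p most was leaving out BIRC3 and CCL2, which gave a score of 0.236 and a permutation p of 0.546, although the 2 were the top genes of the set and the random sets kept theirs. With the top 2 genes of each random set left out too, a setting chosen after seeing the data, the permutation p was 0.176. Without weights the score of the 26 genes was 0.224 with a permutation p of 0.0657, and on log2 values it was 0.361 with a p of 0.436. On log2 values each SD was still set to at least 0.2 of its mean. That floor set the values of BIRC3 and CCL2 (0.75 and 0.40), so this setting does not test signal to noise on log2 values. Other settings lowered the permutation p. It was 0.00770 with genes ranked by limma's moderated t, with a score of 0.540. It was 0.0247 for genes with a mean normalized count of at least 10 and 0.0255 with values rescaled to equal totals. With 1 sample left out, p was 0.0749 without replicate 1 at 0 h, 0.0545 without replicate 2 at 0 h, 0.0726 without replicate 2 at 3 h, 0.0649 without replicate 3 at 3 h, 0.0191 without replicate 3 at 0 h and 0.0241 without replicate 1 at 3 h.

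Of the 26 genes, 19 were higher at 3 h, with a median log2 fold change of 0.18. The two-sided p was 0.0107 in limma's camera, 0.0142 in fry and 0.0650 with the correlation estimated from the data, none of which is an exact test. Without replicate 3 at 0 h the median was -0.017 (camera p of 0.0644), so the direction of the median rested on that sample. The highest median with 1 sample left out was 0.28, without replicate 2 at 0 h, against 0.12 without replicate 1 at 3 h. Only BIRC3 and CCL2 passed an adjusted p of 0.05, over all genes and adjusted over the list alone. The 10 genes that Table S1 marks as core enrichment were all higher, with a median of 0.34 (camera p of 3.52e-07). The study chose these 10 genes on these samples, so neither their direction nor that p is independent evidence. From GSEA, the paper reports an enrichment of irinotecan resistance genes after the cells were given type I collagen. From these results it went on to determine whether type I collagen changes the response of PC cells to SN38, the active metabolite of irinotecan.

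**Figure D3:**
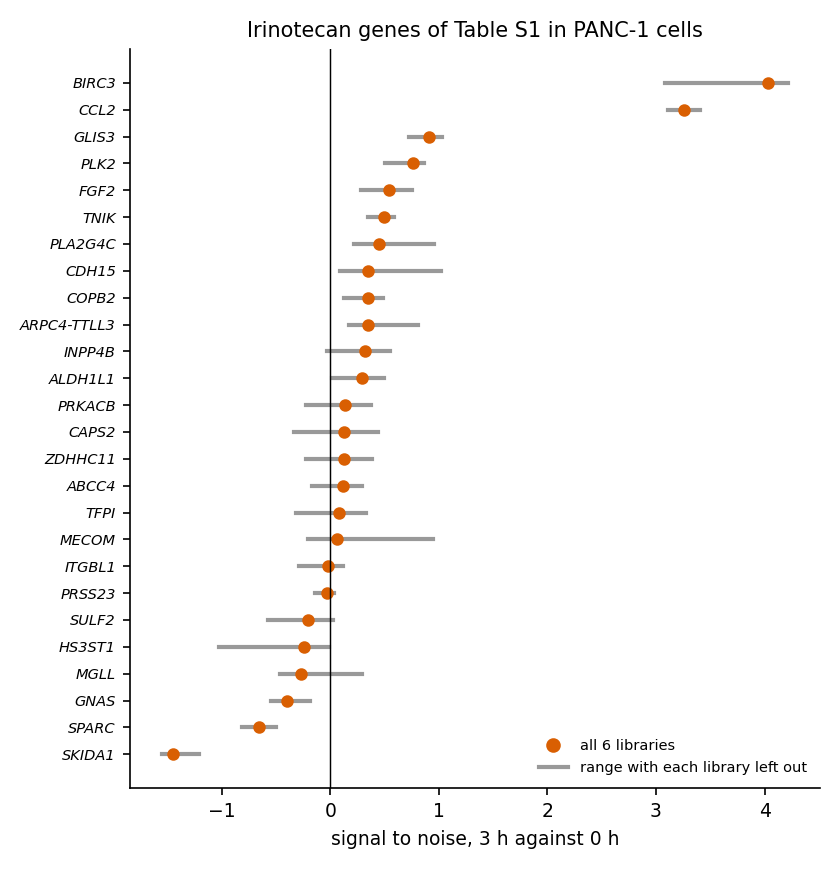
Signal to noise of the 26 genes of Table S1 in PANC-1 cells at 3 h against 0 h, with the value from the 6 libraries as a point and the range with each library left out as a line. BIRC3 and CCL2 lie apart at 4.03 and 3.26.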

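At 24 h the 26 irinotecan genes of Table S1 had an enrichment score of 0.476 among 41284 genes (normalized 1.66, one-sided p = 0.00800 in a permutation of genes). Without BIRC3 and CCL2 the score was 0.403 with a permutation p of 0.0458, and ranking by log2 fold change moved it furthest upward, to 0.560. A score as high came from 2 of the 20 orders of the sample labels (exact permutation test, one-sided p = 0.1, where 0.05 is the smallest p). Of the 26 genes, 18 were higher than at 0 h, with a median log2 fold change of 0.43. The p was 0.020 in camera, 0.0176 in fry and 0.0856 with an estimated correlation. The median fell to 0.19 without replicate 3 at 0 h (camera p of 0.0860), and without replicate 3 at 24 h it was 0.51 (camera p of 0.0548). It was 0.26 without replicate 2 at 24 h, and fry no longer passed without replicate 2 or replicate 1 at 24 h, with p of 0.109 and 0.0661. With a trend with gene length and GC content removed from each library, the camera p was 0.0763, the fry p 1.65e-04 and the median 0.26. In single genes, 0 of the 26 passed an adjusted p of 0.05 over all genes, 7 did so adjusted over the list alone and 11 had an unadjusted p under 0.05.

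Over all genes, 47 had an adjusted p under 0.05 at 24 h (limma, Benjamini-Hochberg), 19 higher and 28 lower, and 4103 genes (17.4%, against 10% by chance) had 3 values at 24 h all above or all below those at 0 h. The count rested on replicate 3 at 24 h: without it 7157 genes passed, including the 47. Without replicate 3 at 0 h 27 passed, and without any 1 of the other 4 samples 0 passed, although between 2460 and 5088 genes had an unadjusted p under 0.05. The alternative that moved the count most with all 9 samples was DESeq2 on the recovered reads, with 1683 genes, of which 63.9% were higher against 40.4% in limma, and edgeR with its TMM scaling gave 27 genes, 59.3% of them higher. Genes that differed by over 1 log2 from the 0 h mean numbered 3651 and 4597 in replicates 1 and 2 at 24 h and 621 in replicate 3. In the 0 h samples they numbered 448 to 1898, each sample being set against the mean of the other 0 h samples, which raises the number.

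The NF-kB target genes were still higher at 24 h, with a median log2 fold change of 1.37 and 20 of 21 higher (camera adjusted p = 5.45e-13, fry 0.00755), 3 past the adjusted p over all genes and 20 adjusted over the list alone. Without replicate 1 at 24 h the adjusted fry p of this list was 0.0686, the highest of the 6 fits that each left out 1 sample, the lowest being 2.98e-04. The 8 collagen receptors were all higher, with a median of 0.72 (camera adjusted p = 0.00236), 1 past the adjusted p over all genes and 2 adjusted over the list alone, and the median was 0.36 without replicate 3 at 0 h. The receptors no longer passed fry without replicate 1 or replicate 2 at 24 h, with adjusted p of 0.0729 and 0.0514, against 4.28e-04 in the lowest of the 6 fits. The immediate early genes had a median of 0.95 that passed camera (adjusted p = 4.84e-06) and not fry (0.0534), although fry passed with a trend with gene length and GC content removed (0.0318) and with the libraries thinned to equal reads (0.0488), with 2 genes past the adjusted p over all genes and 18 adjusted over the list alone. Without replicate 3 at 24 h their median was 1.46 with an adjusted fry p of 0.00438, and without replicate 2 at 24 h the median was 0.63 with 0.145. The highest adjusted fry p of the 6 fits was 0.168, without replicate 1 at 0 h. With a correlation estimated from the data, 0 of the 16 lists passed at 24 h, against 11 with the fixed correlation.

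**Figure D4:**
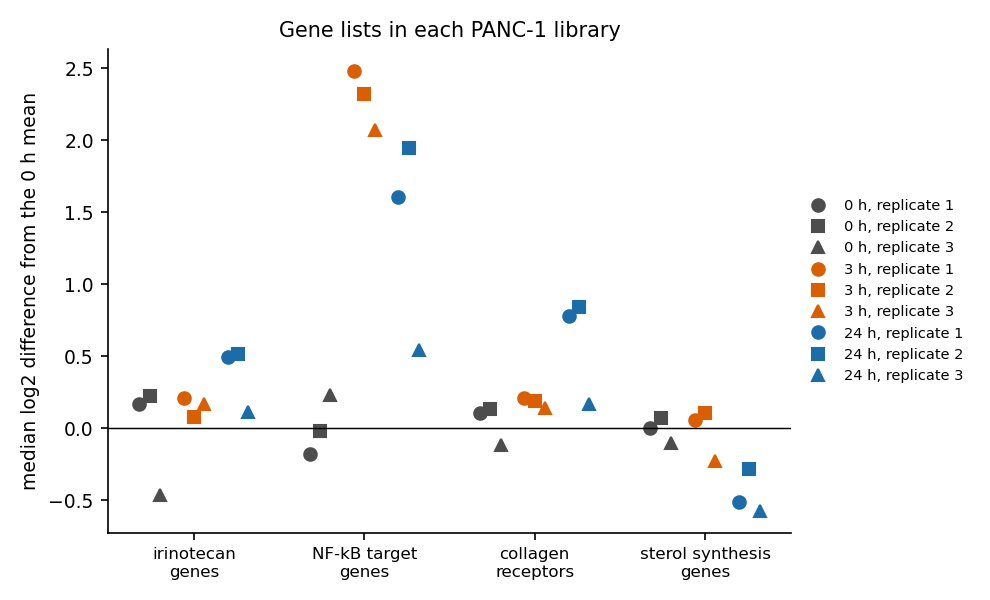
Median log2 difference from the 0 h mean of 4 gene lists in each PANC-1 library, with 1 marker per library. Each 0 h library is set against the mean of the other 0 h libraries. For the NF-kB target genes, replicate 3 at 24 h lies at 0.54, between the 0 h libraries and the other 24 h libraries.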

Similar results were obtained from samples treated for 24 h with type I collagen (Fig. S4*D*). Taking into consideration these results, we decided to determine if type I collagen can impact PC cell response to SN38. MIA Paca-2 cells were treated with 4 μM of SN38 or dimethyl sulfoxide (DMSO) over 24 h in combination with 50 μg/ml type I collagen (Col) or vehicle (V). 3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assays revealed that these tumor cells showed sensitivity to SN38. However, type I collagen–treated cells exhibited higher viability compared with the control-treated cells (Fig. 5*C*). Similar results were observed in PANC-1 cells (Fig. S4*E*). To validate our observations, a cell counting assay was performed on MIA Paca-2 cells after the treatments described previously. While the presence of type I collagen in SN38-treated cells increased the cell count (Fig. 5*D*). Interestingly, type I collagen has no effect on the cell count in the control vehicle group (Fig. S4*F*). Altogether, our results highlight a novel role for soluble type I collagen in modulating PC cell sensitivity to irinotecan.

**Figure 5:**
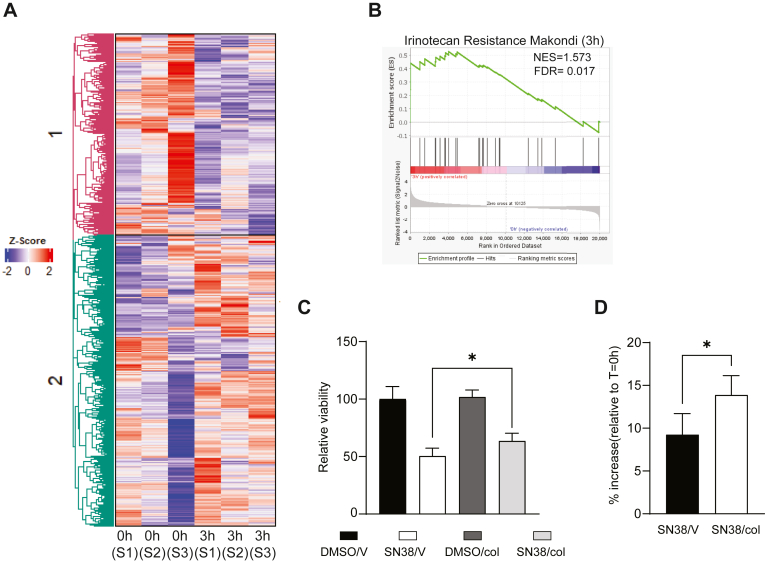
**Soluble type I collagen induces chemotherapy resistance in PC cells.***A,* heatmap showing the Z-score and the clustering from RNA-Seq. PANC-1 cells were treated with type I collagen. Samples were collected 3 h post treatment. RNA was extracted and employed for RNA-Seq analysis (n = 3). *B,* gene set enrichment analysis (GSEA) showing enrichment in pathways associated with irinotecan resistance. *C,* viability analysis of MIA Paca-2 cells. Cell cultures were incubated 24 h with dimethyl sulfoxide (DMSO) or 4 mM of the active metabolite of irinotecan (SN38) in combination with either 50 μg/ml of type I collagen (col) or vehicle (V). After treatment, the viability was determined by MTT assay (n = 3). *D,* cell counting assay of MIA Paca-2 cells. Cell cultures were incubated 24 h with either DMSO or 4 mM of SN38 in the presence of 50 μg/ml of col or V. The cell number was determined using Celigo Imager (n = 3). Results are expressed as means ± SD. Statistical significance, ∗*p* < 0.05. MTT, 3-(4,5-Dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide; PC, pancreatic cancer.

## Discussion

PC is characterized by a high level of fibrosis. This has been considered a key feature of the PC TME promoting progression and therapeutic resistance (30, 31). Thus, significant interest has been raised in understanding the mechanisms contributing to the expression of the components of the matrisome in PC TME. CAFs are one of the primary cell types that generate extracellular proteins in the tumor milieu (32, 33, 34). Type I collagen is the main component of this PC matrisome, impacting tumor cell responses through its insoluble and soluble variants (23, 35). There is extensive literature describing the contribution of insoluble collagen meshes modulating mechanotransduction and reducing the penetration of chemotherapeutic drugs (36, 37, 38, 39). However, the function of soluble type I collagen in tumor biology has remained poorly understood. Thus, research is needed to define the molecular mechanisms leading to the secretion of type I collagen by CAFs and its biological consequences.

Previous research has shown the expansion of GLI-expressing fibroblasts during stroma remodeling associated with the transition from pancreatic intraepithelial neoplasia to PC (40). In addition, abrogation of HH signaling modified the proportion of different CAF subtypes in the TME revealing the impact of the HH–GLI signaling on the fate of CAF phenotype (41). In previous reports, we showed the role of GLI transcription factors (mainly GLI1) in CAFs to regulate the secretion of CXCL12 to promote tumor cell migration (42). Here, we provided evidence for a new role of another member of the GLI family of transcription factors, GLI2, in the regulation of matrisome genes, specifically COL1A1, a major component of type I collagen. Combining bulk and snRNA-Seq, together with histological analysis, we showed that high GLI2 expression correlated with increased expression of *COL1A*1 and grade of fibrosis. This correlation guided us to investigate a direct regulation of *COL1A1* by GLI2. Employing a combination of chromatin binding assays, together with functional studies, we demonstrate that *COL1A1* is a novel target for GLI2 in CAFs. Moreover, we supported that this novel axis is controlled upstream by TGFβ1, a well-known regulator of CAF phenotype (43, 44, 45, 46).

Using bulk RNA-Seq, we defined changes in the transcriptional program of PC cells upon type I collagen treatment. We observed modifications in the transcriptional profile as soon as 3 h post treatment. GSEA revealed an increase in the expression of cell death regulators and proinflammatory cytokines. These results are in concordance with previous studies showing specific patterns of cytokines in tissue and plasma from PC patients (47, 48). Interestingly, our analysis also revealed enrichment in gene sets associated with chemotherapeutic resistance including irinotecan. PC therapeutic options are limited; however, in recent years, the Food and Drug Administration approved irinotecan liposome as a first-line treatment for PC patients with metastatic disease (NCT04083235). Irinotecan is also being used in PC patients in combination with other agents, such as oxaliplatin and 5-fluorouracil (49, 50). Thus, we decided to determine the impact of type I collagen on PC response to irinotecan. Viability assays showed that the presence of type I collagen reduced the effectiveness of irinotecan. Furthermore, our results indicate that mainly type I collagen secreted by fibroblasts can drive this chemoresistance phenotype. This is relevant, given the fact that PC cells have shown resistance to 5-fluorouracil, oxaliplatin, and irinotecan (51, 52, 53, 54), separately.

Together, our study supports the concept that the fibrotic stroma enriched in CAF-expressing GLI2 is shaping, through the secretion of soluble type I collagen, a chemoresistant TME. This knowledge will help the design of new treatments or modify existing ones based on the TME composition and dynamics to improve patient outcomes.

## Experimental procedures

### Cell lines and culture conditions

PANC-1 (CRL-1469) and MIA Paca-2 (CRL-1420) PC cells were obtained from the American Type Culture Collection. HPSCs were a gift from Dr Rosa Hwang (Department of Breast Surgical Oncology, Division of Surgery, MD Anderson Cancer Center, Houston, TX). FPI34 human pancreatic CAFs were a gift from Dr Kenneth Olive (Columbia University Medical Center, New York, NY). All the cell lines were cultured in Dulbecco's modified Eagle's medium (DMEM) (10-013-CV; Corning) supplemented with 10% fetal bovine serum (FBS; 35-010-CV; Corning). Normal fibroblast cell line (CCL-171, MRC-5) was obtained from the American Type Culture Collection and cultured in Eagle's minimum essential medium (10-010-CV; Corning) supplemented with 10% of FBS. Cell lines were incubated using standard conditions of 37 °C and 5% CO_2_.

### TGF**β**1 treatment

For TGFβ1 treatment, 20 ng/ml (HPSC) or 4 ng/ml (MRC-5) TGFβ1 recombinant ligand (240-B-002/CF; R&D Systems) was added to cells in complete media. Samples were collected 24 h after treatment for expression studies. For detection of soluble type I collagen, HPSCs were maintained under treatment for a period of 72 h.

### Plasmids, siRNAs, and transfection

For GLI2 knockdown, siRNA directed against GLI2, siGLI2 (S103063641), and nontargeting control (1027281) were purchased from Qiagen. FPI34 and HPSCs were transfected using RNAiMax (13778-500; Qiagen) per the manufacturer's instructions.

The GLI2 expression construct was kindly provided by Dr Chi-chung Hui (Research Institute, Toronto, Ontario, Canada). The *COL1A1* promoter luciferase reporter construct was provided by Dr Cordula Büttner (Institute of Immunology, Medical Faculty, Technical University Dresden, Dresden, Germany).

To delete Gli binding site in *COL1A1* promoter luciferase plasmid, primers were designed and obtained by IDT to create Gli binding site deletion (ccacccag) ∼1.2 kb upstream of TSS plasmid (pGL3-Col1a1-GliBSDel-Luc). Fragments to remove the Gli site were amplified using Terra Direct PCR Red Dye Premix kit (TakaRa; catalog no.: 639286) along with the following primers: Gib-Col1a1-F1 5′-CCTGCTGTCCTTCGGGTCCCCA-3′/Gib-Col1a1-del-R1 5′-CAGTCAAACCAGAGAGAACAGGGAGGGCA-3′ (316 bp) and Gib-Col1a1-del-F1 5′-TAGCTAAGTGCCCTCCCTGTTCTCTCTG-3′/Gib-Col1a1-R1 5′-GCCTTCCTCCAAACCCTAGGCAT-3′ (367 bp). WT pGL3-Col1a1-Luc plasmid was opened using restriction enzymes KflI and AvrII, vector backbone (6625 bp) was gel purified along with PCR fragments for Gli binding site deletion. Gibson Assembly Cloning Kit (NEB; catalog no.: E5510S) protocol was followed according to the manufacturer to create pGL3-Col1a1-GliBSDel-Luc plasmid. Sanger sequencing was performed to confirm plasmids and proper deletion of Gli binding site.

In experiments where GLI2 was overexpressed, cells were transfected using X-TremeGENE HP DNA Transfection Reagent (06366546001; Roche), employed in the transfection procedure with a ratio of 1 μg of DNA:2.5 μl of reagent. The plasmid pMEV-2HA-Gli2-FL was created by ligation of the vector pMEV-2HA (4326 bp) and human Gli2-FL (4707 bp) using restriction sites EcoRI and XbaI.

shRNAs targeting GLI2 were purchased from Origene Technologies using plasmid vector pGFP-V-RS. The following shRNA targeting sequences were used: shGLI2(1), 5′-CCACGGAAAGCACTGGCTTCTCTGACAAC-3′; shGLI2(2), 5-TCACCAAGAAGCAGCGCAATGACGTGCAC-3.

### Luciferase reporter assay

FPI34 and HPSCs were grown and transfected in triplicate in 6-well plates as previously described. Samples were harvested and prepared per the manufacturer protocol (E1941; Dual-Luciferase Reporter Assay System; Promega). To control intersample variations in transfection efficiency, the total protein concentration of samples was quantified per well (23227; Thermo Fisher Scientific), and luciferase readouts were normalized to the respective protein concentration. Relative luciferase activity represents luciferase readout/protein concentration normalized to control cells within each experiment.

### Reverse transcription and qPCR

Total RNA was extracted from cultured cells using TRIzol reagent (15596018; Invitrogen) following the manufacturer's protocol. Two micrograms of total RNA were reverse-transcribed using a High-Capacity Complementary DNA (cDNA) Reverse Transcription Kit (4368813; Thermo Fisher Scientific). A portion of the total cDNA was amplified by real-time PCR. Samples were prepared with iTaq Universal SYBR Green Supermix (1725121; Bio-Rad) and the following primers:

**Table:** 

Gene	Primers (5′→3′)
*TGFβ1*	CAAGCAGAGTACACACAGCA (sense)
	GATGCTGGGCCCTCTCCAGC (antisense)
*GLI2*	AGACGACGTGGTGCAGTACATCAA (sense)
	CAGCTGCTGCATGTAGTTTACCCT (antisense)
*COL11A1*	GATTGTAGCCCGGCTGAAGA (sense)
	TTCGGGTCAATGCACACTTGT (antisense)
*COL1A1*	TGCCAGTCTACAGGCCTATCAGCA (sense)
	AGTCTGAGTTATCGGTGCTGAGTC (antisense)
*COL1A2*	CGGCAGCAGGAGGTTTCGGC (sense)
	GTCGCAGAGCCCCTGGGTCA (antisense)
*GALECTIN1*	TGCAACAGCAAGGACGGC (sense)
	CACCTCTGCAACACTTCCA (antisense)
*SPARC*	GGCGAGTTTGAGAAGGTGTG (sense)
	TTTGCAAGGCCCGATGTAGT (antisense)
*PRG2*	ACTTTGCATACTGGGCTGCT (sense)
	CAGTGGCCTCCTCGGGTA (antisense)
*LOXL1*	TGGCTGAACTCGTCCATGCTGTG (sense)
	ACTACGATGTGCGGGTGCTACTG (antisense)
*TGM2*	GTGGAGTCGTGGATGACCAG (sense)
	CACAGCAGTACGTCCCTTCG (antisense)
*SERPINE1*	CCGCCTCTTCCACAAATCAG (sense)
	AATGTTGGTGAGGGCAGAGA (antisense)
*PLAU*	AGGCTTAACTCCAACACGCA (sense)
	CGGATCTTCAGCAAGGCAAT (antisense)
*POSTN*	GTCTTTGAGACGCTGGAAGG (sense)
	AGATCCGTGAAGGTGGTTTG (antisense)
*CXCL12*	GATTGTAGCCCGGCTGAAGA (sense)
	TTCGGGTCAATGCACACTTGT (antisense)
*IL6*	TCAGCCCTGAGAAAGGAGACA (sense)
	ACCAGGCAAGTCTCCTCATTG (antisense)
*TBP*	GGTTTGCTGCGGTAATCATGA (sense)
	CTCCTGTGCACACCATTTTCC (antisense)
*PRT*	TGGAAAAGCAAAATACAAAGCCTAAGATGA (sense)
	ATCCGCCCAAAGGGAACTGATAGTC (antisense)

qPCR was performed in a CFX384 Touch Real-Time PCR Detection System (Bio-Rad) using the following thermal protocol: 50 °C for 2 min, then 95 °C for 10 min, followed by 40 cycles of amplification (95 °C for 15 s and 60 °C for 60 s). Melting curve analysis was performed in the range of 65 to 95 °C, 0.5 °C per 5 s increments. Sample mRNA levels were normalized to their respective PRT and TBP mRNA levels. Fold change in expression was calculated using the 2ΔCp method. The iTaq Universal SYBR Green Supermix reagent (1725122; Bio-Rad) was used for amplification and detection. Heatmap representing relative normalized gene expression was generated using ComplexHeatmap package (https://CRAN.R-project.org/package=pheatmap) in RStudio (R, version 4.2.0).

Transcript expressions in patient samples were determined by qPCR using TaqMan fluorescence methodology and ABI 7900 (Applied Biosystems). Predesigned primer/probe sets for *GLI2*, *COL1A1*, and 18s rRNA expression were purchased from Applied Biosystems. Total RNA isolation was done following the protocol in the Qiagen RNeasy kit. Five micrograms of RNA were reverse transcribed using High-Capacity cDNA synthesis kit (Applied Biosystems). A portion of the total cDNA from each sample was used for qPCR analysis. All reactions including controls were performed in triplicate. The relative target gene expression was normalized to the endogenous reference gene (18s rRNA) and determined using the ΔΔCT method.

### ChIP assay

ChIP was performed as previously described (43). Briefly, FPI34 or HPSCs (∼4 × 10^6^) were crosslinked with 1% formaldehyde added to the growth medium for 10 min at room temperature. Cells were then washed and scraped with PBS, centrifuged at 800 g for 5 min at 4 °C, resuspended in cell lysis buffer, and incubated on ice for 15 min. The pellet was then resuspended in nuclear lysis buffer, following which DNA was sheared to fragments of ∼700 bp by 50 cycles of sonication (30 s of sonication followed by 30 s of rest per cycle) (Bioruptor 300; Diagenode). Samples were then immunoprecipitated using the following antibodies: samples were then immunoprecipitated using a GLI2 antibody (NB600-872; Novus Biologicals) or normal rabbit IgG (ab37415; Abcam) at 4 °C overnight. Samples were on a rotating wheel. Following immunoprecipitation, crosslinks were removed, and immunoprecipitated DNA was purified using spin columns and subsequently amplified by PCR. qPCR of ChIP products and genomic input DNA were performed using primer set for an area containing GLI binding sites in the *COL1A1* promoter. The sequences of the primers are the following: 5′-CCAACACTGAGTCCAGGTACAACT-3′ (sense) and 5′-TAGTGGGAGGCCTGTGATCATT-3′ (antisense). Quantitative SYBR PCR was performed in triplicate for each sample or control using the CFX384 Touch Real-Time PCR Detection System (Bio-Rad). Results are represented as percentage of input or fold of enrichment, where each antibody signal is normalized to its respective input and then normalized to the nonimmune IgG control signal.

### Western blotting

Whole cell extracts were prepared in radioimmunoprecipitation assay lysis buffer with complete protease inhibitor tablets (54937500; Roche Applied Science). Cell lysates were sonicated on ice at 10% frequency for four cycles (3 s sonication, 10 s between each cycle). Lysates were further passed through a 27 ½-gauge needle with a 1 ml syringe and centrifuged at 15,000*g* for 10 min, and the supernatants were collected. Protein concentration was determined using a Pierce BCA Protein Assay Kit (23227; Thermo Fisher Scientific), and equal amounts of protein (25–70 μg/lane) were separated by electrophoresis using a 4 to 20% polyacrylamide protein gradient gel. After transferring to polyvinylidene difluoride membrane, blots were blocked in PBS supplement with Tween (1%) and bovine serum albumin (5%). Membranes were incubated overnight with the following antihuman primary antibodies: rabbit polyclonal GLI2 antibody (NB600-874; Novus Biologicals; 1∶1000 dilution) and mouse monoclonal α-Tubulin antibody (T9026; Sigma–Aldrich; 1:1000 dilution). Blots were then incubated with anti-rabbit (ALI3403; Biosource; 1∶5000 dilution) or anti-mouse (A3673; Sigma–Aldrich; 1∶5000 dilution) secondary antibodies conjugated with horseradish peroxidase, and signals were visualized by chemiluminescence (34580; SuperSignal West Pico PLUS Chemiluminescent Substrate, Thermo Fisher Scientific). α-Tubulin was measured to control for equal loading.

### Soluble collagen assay

The total soluble collagen in supernatant was measured using the Sircol collagen assay (S1000; Biocolor). Briefly, at previous concentration, samples were incubated with Sircol dye reagent for 30 min at room temperature rotating. The samples were then centrifuged at 13,000 g for 10 min, and the collagen–dye complex precipitate was washed and solubilized in alkali reagent. The dye concentration was estimated by spectrophotometry at 556 nm. Standard curves were used for sample quantification.

### Patient study

The patient's cohort employed in this article was previously described by Sigafoos *et al.* (55). Briefly, we utilized cases from the Mayo Clinic, recruited from October 1, 2000 to July 1, 2010. Recruitment, consent, and biospecimen collection were approved by our institutional review board and have been described previously (55). All patients completed a risk factor questionnaire at enrollment including self-reported Karnofsky performance score, lifestyle, and family history information. Expression studies were achieved by qPCR as we described previously. Fibrosis was assessed by two pathologists with expertise in PC. Slides were evaluated for the amount of visible collagen and were scored according to the pathologists' criteria to a semiquantitative scale (F0–F3).

### CAF infiltration estimation

The MCP-counter algorithm (18) was employed to estimate the CAF abundances in the bulk-RNA-Seq datasets. We downloaded the R package MCP-counter from GitHub and computed the CAF abundances for each sample using the aforementioned algorithm documentation.

### Collagen treatment

PANC-1 cells were seeded into 6-well plates in triplicate. Starvation was done incubating the cells overnight with DMEM and 1% FBS. The media were changed to DMEM and 5% FBS supplemented with 50 μg/ml of type I collagen. RNA was collected 3 h and 24 h, quality control was assayed, and RNA was employed for further sequencing procedure.

### SN38 treatment

A total of 5000 cell/well were seeded into 96-multiwell plates. Next day, cells received pretreatment with type I collagen 50 μg/ml (C3867; Sigma) or vehicle (10 nM acetic acid) overnight. Cells were incubated 24 h with 4 μM SN38 (S4908; Selleckchem) or DMSO in combination with type I collagen or vehicle. Next, viability was measured employing MTT assay.

### MTT assay

PANC-1 or MIA Paca-2 cells were incubated 3 h with a solution of 5 mg/ml of MTT reagent (M5655-1G; Sigma). The insoluble formazan crystals were solubilized incubating with DMSO at room temperature for 5 min. Absorbance was measured using a SpectraMax M3 instrument at a wavelength of 570 nm.

### Cell counting assay

The MIA PaCa-2 cells were seeded into 96-well plates at a density of 5000 cells per well. Next following day, cells were pretreated overnight with type I (50 mg/ml) or vehicle control. After pretreatment, cells were incubated with either SN38 (4 mM) or DMSO (control) in combination with either type I collagen (50 mg/ml) or vehicle for 24 h. The cell number was counted using Celligo Image Cytometer. The percentage of cell increase respect to the initial time point (*t* = 0 h) was calculated.

### RNA-Seq

RNA was prepared from PANC-1 cells according to the Illumina RNA-Seq protocol. cDNA fragments were amplified by PCR and sequenced at both ends using an Illumina Genome Analyzer. Data were aligned to the HG19 reference genome using MAPRseq, v.2.0. The samples passed the manual secondary quality control process, and all samples had over ∼80 million reds and over 97% of the reads map to the human genome. Counts were obtained using htseq-count. Differential expression analysis was achieved using DESeq2. GSEA was completed using GSEA 4.2.3. Gene Ontology analysis was completed using g:Profiler. Visualization was done using Complexheatmap, Enhanced Volcano, ggplot2, and GOplot in R Studio (2023.12.1).

### Expression analysis of public datasets

For RNA-Seq analysis data from The Cancer Genome Atlas (Pan-Cancer atlas, 2018) was obtained through cBioportal. In addition, microarray dataset of 90 primary PC tumors from the International Cancer Genome Consortium has been published (19). RNA-Seq data from 140 primary tumors were previously published and available on cBioPortal (20). MCP-counter v1.2.0 was used to estimate the relative stromal abundance across the datasets and generate CAF scores for tumor samples. As the distributions were largely bimodal, the relative local minima between the distributions were used to separate low and high CAF scores across the datasets. Heatmaps were generated using the R package pheatmap. Tumor samples were ranked by CAF scores for heatmap visualization.

snRNA-Seq data have been published and publicly available from the Broad Institute Single Cell Portal (21). The treatment-naive transcriptomic dataset was used in this study. Transcriptional expression of targeted genes across different cell types was analyzed and visualized with Seurat v5.1.0. The composite expression score for a curated set of 15 matrisome gene markers (*COL11A1*, *COL1A1*, *COL1A2*, *LGALS1*, *LGALS3*, *SPARC*, *PRG2*, *LOXL1*, *TGM2*, *SERPINE1*, SERPINEB3, *PLAU*, *POSTN*, *CXCL12*, and *IL6*) across the snRNA-Seq dataset was generated with addModuleScore function implemented in Seurat.

### Statistical analysis

Evaluation of significance between two groups was done employing Student's *t* test or Mann–Whitney test in the case of nonparametric data. Difference between three or more groups was tested by one-way ANOVA with Dunnet *post hoc* test. Statistical analysis was done using GraphPad Prism 9 software (GraphPad Software, Inc). All the results are expressed as mean ± SD of at least three independent experiments, and *p* < 0.05 was considered statistically significant. References of figures: ∗*p* < 0.05; ∗∗*p* < 0.01; ∗∗∗*p* < 0.001; and ∗∗∗∗*p* < 0.0001.

## Data availability

Raw data from RNA-Seq generated by our laboratory for this paper have been deposited in the Gene Expression Omnibus under the accession number GSE283407.

In addition, Bulk RNA-Seq and clinical data were analyzed. These data are published, and they are accessible through cBioportal (https://www.cbioportal.org/study/summary?id=paad_tcga_pan_can_atlas_2018/). Microarray dataset has been published (19), and it is deposited at the Gene Expression Omnibus under the accession number GSE36924. Additional RNA-Seq expression matrix was analyzed, and it is publicly available (20) at the Genomic Data Commons (https://gdc.cancer.gov/). snRNA-Seq has been published (21) and publicly available from the Broad Institute Single Cell Portal (https://duos.broadinstitute.org/https://duos.broadinstitute.org/) under dataset ID 000139.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

## References

[1] Rahib L., Wehner M.R., Matrisian L.M., Nead K.T. (2021). Estimated projection of US cancer incidence and death to 2040. JAMA Netw. Open.

[2] Burris H.A., Moore M.J., Andersen J., Green M.R., Rothenberg M.L., Modiano M.R. (1997). Improvements in survival and clinical benefit with gemcitabine as first-line therapy for patients with advanced pancreas cancer: a randomized trial. J. Clin. Oncol..

[3] Conroy T., Desseigne F., Ychou M., Bouche O., Guimbaud R., Becouarn Y. (2011). FOLFIRINOX versus gemcitabine for metastatic pancreatic cancer. N. Engl. J. Med..

[4] Von Hoff D.D., Ervin T., Arena F.P., Chiorean E.G., Infante J., Moore M. (2013). Increased survival in pancreatic cancer with nab-paclitaxel plus gemcitabine. N. Engl. J. Med..

[5] Siegel R.L., Miller K.D., Fuchs H.E., Jemal A. (2022). Cancer statistics, 2022. CA Cancer J. Clin..

[6] Sherman M.H., Beatty G.L. (2023). Tumor microenvironment in pancreatic cancer pathogenesis and therapeutic resistance. Annu. Rev. Pathol..

[7] Connor A.A., Gallinger S. (2022). Pancreatic cancer evolution and heterogeneity: integrating omics and clinical data. Nat. Rev. Cancer.

[8] Friess H., Yamanaka Y., Buchler M., Ebert M., Beger H.G., Gold L.I. (1993). Enhanced expression of transforming growth factor beta isoforms in pancreatic cancer correlates with decreased survival. Gastroenterology.

[9] Principe D.R., Doll J.A., Bauer J., Jung B., Munshi H.G., Bartholin L. (2014). TGF-beta: duality of function between tumor prevention and carcinogenesis. J. Natl. Cancer Inst..

[10] Horn L.A., Chariou P.L., Gameiro S.R., Qin H., Iida M., Fousek K. (2022). Remodeling the tumor microenvironment via blockade of LAIR-1 and TGF-beta signaling enables PD-L1-mediated tumor eradication. J. Clin. Invest.

[11] Pickup M., Novitskiy S., Moses H.L. (2013). The roles of TGFbeta in the tumour microenvironment. Nat. Rev. Cancer.

[12] Fu Y., Yao N., Ding D., Zhang X., Liu H., Ma L. (2020). TMEM158 promotes pancreatic cancer aggressiveness by activation of TGFbeta1 and PI3K/AKT signaling pathway. J. Cell Physiol.

[13] Akhmetshina A., Palumbo K., Dees C., Bergmann C., Venalis P., Zerr P. (2012). Activation of canonical Wnt signalling is required for TGF-beta-mediated fibrosis. Nat. Commun..

[14] Zhang Q., An Z.Y., Jiang W., Jin W.L., He X.Y. (2023). Collagen code in tumor microenvironment: functions, molecular mechanisms, and therapeutic implications. Biomed. Pharmacother..

[15] Ashina S., Masuda A., Yamakawa K., Hamada T., Tsujimae M., Tanaka T. (2023). A comprehensive analysis of tumor-stromal collagen in relation to pathological, molecular, and immune characteristics and patient survival in pancreatic ductal adenocarcinoma. J. Gastroenterol..

[16] Olivares O., Mayers J.R., Gouirand V., Torrence M.E., Gicquel T., Borge L. (2017). Collagen-derived proline promotes pancreatic ductal adenocarcinoma cell survival under nutrient limited conditions. Nat. Commun..

[17] Linder S., Castanos-Velez E., von Rosen A., Biberfeld P. (2001). Immunohistochemical expression of extracellular matrix proteins and adhesion molecules in pancreatic carcinoma. Hepatogastroenterology.

[18] Becht E., Giraldo N.A., Lacroix L., Buttard B., Elarouci N., Petitprez F. (2016). Estimating the population abundance of tissue-infiltrating immune and stromal cell populations using gene expression. Genome Biol..

[19] Biankin A.V., Waddell N., Kassahn K.S., Gingras M.C., Muthuswamy L.B., Johns A.L. (2012). Pancreatic cancer genomes reveal aberrations in axon guidance pathway genes. Nature.

[20] Cao L., Huang C., Cui Zhou D., Hu Y., Lih T.M., Savage S.R. (2021). Proteogenomic characterization of pancreatic ductal adenocarcinoma. Cell.

[21] Hwang W.L., Jagadeesh K.A., Guo J.A., Hoffman H.I., Yadollahpour P., Reeves J.W. (2022). Single-nucleus and spatial transcriptome profiling of pancreatic cancer identifies multicellular dynamics associated with neoadjuvant treatment. Nat. Genet..

[22] Javanshir H.T., Malekraeisi M.A., Ebrahimi S.S.S., Bereimipour A., Kashani S.F., Bostaki A.A. (2022). Investigation of key signaling pathways and appropriate diagnostic biomarkers selection between non-invasive to invasive stages in pancreatic cancer: a computational observation J. Med. Life.

[23] Tian C., Clauser K.R., Ohlund D., Rickelt S., Huang Y., Gupta M. (2019). Proteomic analyses of ECM during pancreatic ductal adenocarcinoma progression reveal different contributions by tumor and stromal cells. Proc. Natl. Acad. Sci. U. S. A.

[24] Akula S.M., Ruvolo P.P., McCubrey J.A. (2020). TP53/miR-34a-associated signaling targets SERPINE1 expression in human pancreatic cancer. Aging (Albany NY).

[25] Stylianou A., Gkretsi V., Stylianopoulos T. (2018). Transforming growth factor-beta modulates pancreatic cancer associated fibroblasts cell shape, stiffness and invasion. Biochim. Biophys. Acta Gen. Subj..

[26] Wei L., Lin Q., Lu Y., Li G., Huang L., Fu Z. (2021). Cancer-associated fibroblasts-mediated ATF4 expression promotes malignancy and gemcitabine resistance in pancreatic cancer via the TGF-beta1/SMAD2/3 pathway and ABCC1 transactivation. Cell Death Dis..

[27] Xiao Z., Li J., Yu Q., Zhou T., Duan J., Yang Z. (2021). An inflammatory response related gene signature associated with survival outcome and gemcitabine response in patients with pancreatic ductal adenocarcinoma. Front Pharmacol..

[28] Wang Y., Qin C., Zhao B., Li Z., Li T., Yang X. (2023). EGR1 induces EMT in pancreatic cancer via a P300/SNAI2 pathway. J. Transl Med..

[29] Bhatia R., Bhyravbhatla N., Kisling A., Li X., Batra S.K., Kumar S. (2022). Cytokines chattering in pancreatic ductal adenocarcinoma tumor microenvironment. Semin. Cancer Biol..

[30] Yang D., Liu J., Qian H., Zhuang Q. (2023). Cancer-associated fibroblasts: from basic science to anticancer therapy. Exp. Mol. Med..

[31] von Ahrens D., Bhagat T.D., Nagrath D., Maitra A., Verma A. (2017). The role of stromal cancer-associated fibroblasts in pancreatic cancer. J. Hematol. Oncol..

[32] Belhabib I., Zaghdoudi S., Lac C., Bousquet C., Jean C. (2021). Extracellular matrices and cancer-associated fibroblasts: targets for cancer diagnosis and therapy?. Cancers (Basel).

[33] Thorlacius-Ussing J., Jensen C., Nissen N.I., Cox T.R., Kalluri R., Karsdal M. (2024). The collagen landscape in cancer: profiling collagens in tumors and in circulation reveals novel markers of cancer-associated fibroblast subtypes. J. Pathol..

[34] Maneshi P., Mason J., Dongre M., Ohlund D. (2021). Targeting tumor-stromal interactions in pancreatic cancer: impact of collagens and mechanical traits. Front Cell Dev. Biol..

[35] Drifka C.R., Loeffler A.G., Mathewson K., Keikhosravi A., Eickhoff J.C., Liu Y. (2016). Highly aligned stromal collagen is a negative prognostic factor following pancreatic ductal adenocarcinoma resection. Oncotarget.

[36] Tavares-Valente D., Cannone S., Greco M.R., Carvalho T.M.A., Baltazar F., Queiros O. (2023). Extracellular matrix collagen I differentially regulates the metabolic plasticity of pancreatic ductal adenocarcinoma parenchymal cell and cancer stem. Cell Cancers (Basel).

[37] Shields M.A., Dangi-Garimella S., Redig A.J., Munshi H.G. (2012). Biochemical role of the collagen-rich tumour microenvironment in pancreatic cancer progression. Biochem. J..

[38] Perez V.M., Kearney J.F., Yeh J.J. (2021). The pdac extracellular matrix: a review of the ECM protein composition, tumor cell interaction, and therapeutic strategies. Front Oncol..

[39] Masugi Y. (2022). The desmoplastic stroma of pancreatic cancer: multilayered levels of heterogeneity, clinical significance, and therapeutic opportunities. Cancers (Basel).

[40] Garcia P.E., Adoumie M., Kim E.C., Zhang Y., Scales M.K., El-Tawil Y.S. (2020). Differential contribution of pancreatic fibroblast subsets to the pancreatic cancer stroma cell. Mol. Gastroenterol. Hepatol..

[41] Steele N.G., Biffi G., Kemp S.B., Zhang Y., Drouillard D., Syu L. (2021). Inhibition of hedgehog signaling alters fibroblast composition in pancreatic cancer. Clin. Cancer Res..

[42] Vera R.E., Lamberti M.J., Almada L.L., Tolosa E.J., Vrabel A.M., Sigafoos A.N. (2023). GLI1 interaction with p300 modulates SDF1 expression in cancer-associated fibroblasts to promote pancreatic cancer cells migration. Biochem. J..

[43] di Miceli N., Baioni C., Barbieri L., Danielli D., Sala E., Salvioni L. (2024). TGF-Beta signaling loop in pancreatic ductal adenocarcinoma activates fibroblasts and increases tumor cell aggressiveness. Cancers (Basel).

[44] Luo Q., Hu Z., Zhao H., Fan Y., Tu X., Wang Y. (2023). The role of TGF-beta in the tumor microenvironment of pancreatic cancer. Genes Dis..

[45] Mucciolo G., Araos Henriquez J., Jihad M., Pinto Teles S., Manansala J.S., Li W. (2024). EGFR-activated myofibroblasts promote metastasis of pancreatic cancer. Cancer Cell.

[46] Nan P., Dong X., Bai X., Lu H., Liu F., Sun Y. (2022). Tumor-stroma TGF-beta1-THBS2 feedback circuit drives pancreatic ductal adenocarcinoma progression via integrin alpha(v)beta(3)/CD36-mediated activation of the MAPK pathway. Cancer Lett..

[47] Bellone G., Smirne C., Mauri F.A., Tonel E., Carbone A., Buffolino A. (2006). Cytokine expression profile in human pancreatic carcinoma cells and in surgical specimens: implications for survival. Cancer Immunol. Immunother..

[48] Kruger D., Yako Y.Y., Devar J., Lahoud N., Smith M. (2019). Inflammatory cytokines and combined biomarker panels in pancreatic ductal adenocarcinoma: enhancing diagnostic accuracy. PLoS One.

[49] Dayyani F., Macarulla T., Johnson A., Wainberg Z.A. (2023). Second-line treatment options for patients with metastatic pancreatic ductal adenocarcinoma: a systematic literature review. Cancer Treat Rev..

[50] Gupta A., De Jesus-Acosta A., Zheng L., Lee V., Kamel I., Le D. (2023). Clinical outcomes of liposomal irinotecan in advanced pancreatic adenocarcinoma patients previously treated with conventional irinotecan-based chemotherapy: a real-world study. Front Oncol..

[51] Wang W.B., Yang Y., Zhao Y.P., Zhang T.P., Liao Q., Shu H. (2014). Recent studies of 5-fluorouracil resistance in pancreatic cancer World. J. Gastroenterol..

[52] Smolarz B., Durczynski A., Romanowicz H., Hogendorf P. (2021). The Role of microRNA in Pancreatic Cancer. Biomedicines.

[53] Nambaru P.K., Hubner T., Kock K., Mews S., Grube M., Payen L. (2011). Drug efflux transporter multidrug resistance-associated protein 5 affects sensitivity of pancreatic cancer cell lines to the nucleoside anticancer drug 5-fluorouracil. Drug Metab. Dispos..

[54] Muniz V.P., Askeland R.W., Zhang X., Reed S.M., Tompkins V.S., Hagen J. (2013). RABL6A promotes oxaliplatin resistance in tumor cells and is a new marker of survival for resected pancreatic ductal adenocarcinoma patients. Genes Cancer.

[55] Sigafoos A.N., Tolosa E.J., Carr R.M., Fernandez-Barrena M.G., Almada L.L., Pease D.R. (2024). KRAS promotes GLI2-dependent transcription during pancreatic carcinogenesis. Cancer Res. Commun..

# Supplementary material for: Paracrine regulation of pancreatic cancer cell response to chemotherapy by GLI2–collagen I signaling
**Source:** J Biol Chem. 2025 May 29;301(7):110311. doi: 10.1016/j.jbc.2025.110311
**Supplement:** Supplementary Figures and Tables

## Supporting Information

### **Paracrine regulation of pancreatic cancer cell response to chemotherapy by GLI2-Collagen I signaling**

Renzo E. Vera<sup>1</sup>, Maite G. Fernandez-Barrena<sup>1</sup>, Jose M. Falero<sup>1</sup>, John Y. Kwon<sup>1</sup>, Roberto A. Garza<sup>1</sup>, Matthew D. Ross<sup>1</sup>, Merih Deniz Toruner<sup>1</sup>, Murat Toruner<sup>1</sup>, Ezequiel J. Tolosa<sup>1</sup>, Luciana L. Almada<sup>1</sup>, Huocong Huang<sup>2</sup>, Rolf A. Brekken<sup>3</sup>, Martín E. Fernandez-Zapico<sup>1</sup>

Material included:

Supplementary figure 1 (page S-1)  
Supplementary figure 2 (page S-2)  
Supplementary figure 3 (page S-3)  
Supplementary figure 4 (page S-4)  
Supplementary table 1 (page S-5)

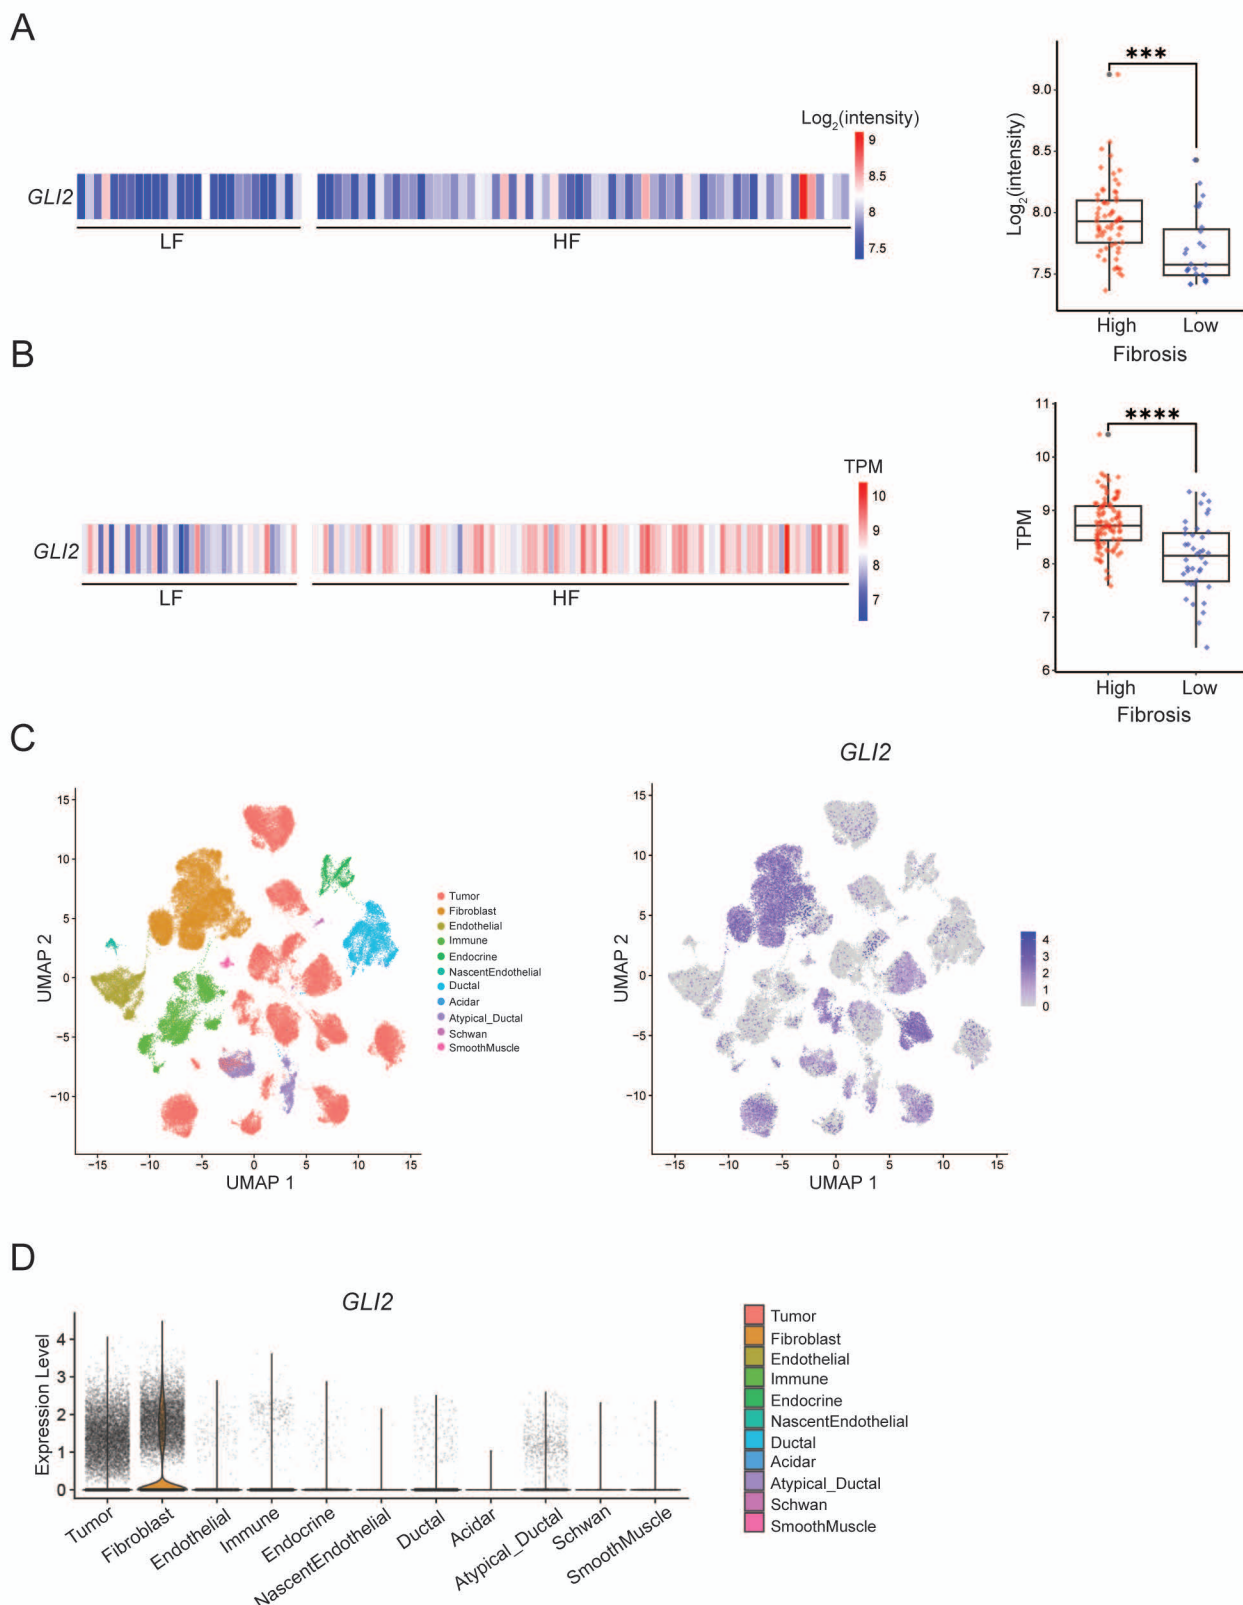

**Supplemental Figure 1. *GLI2* expression is associated with the fibroblast compartment in the TME.** A) Left, heatmap showing the  $\log_2(\text{intensity})$  for *GLI2* in PC samples ( $n=91$ ) from publicly available dataset. Samples are ranked by fibrosis scores using MCP-counter and segregated as Low (LF) or High (HF) fibrosis. Right, Boxplots representing the  $\log_2(\text{intensity})$  in both tumor sample groups. B) Left, heatmap showing transcripts per kilobase million (TPM) for *GLI2* in patients ( $n=140$ ) classified with high or low fibrosis according to MCP-counter from bulk RNA-seq data. Right, Boxplots representing the TPM in both patient groups. C) Left, UMAP plot from snRNA-Seq analysis for PC patient tissues ( $n=18$ ). Right, UMAP plot shows the expression of the *GLI2* gene in different tumor compartments. D) Violin plots from snRNA-seq showing the distribution of *GLI2* expression level across the different tumor compartments. Mann-Whitney U test was used to assess significance.  $P<0.001 = ***$ ;  $P<0.0001 = ****$ .

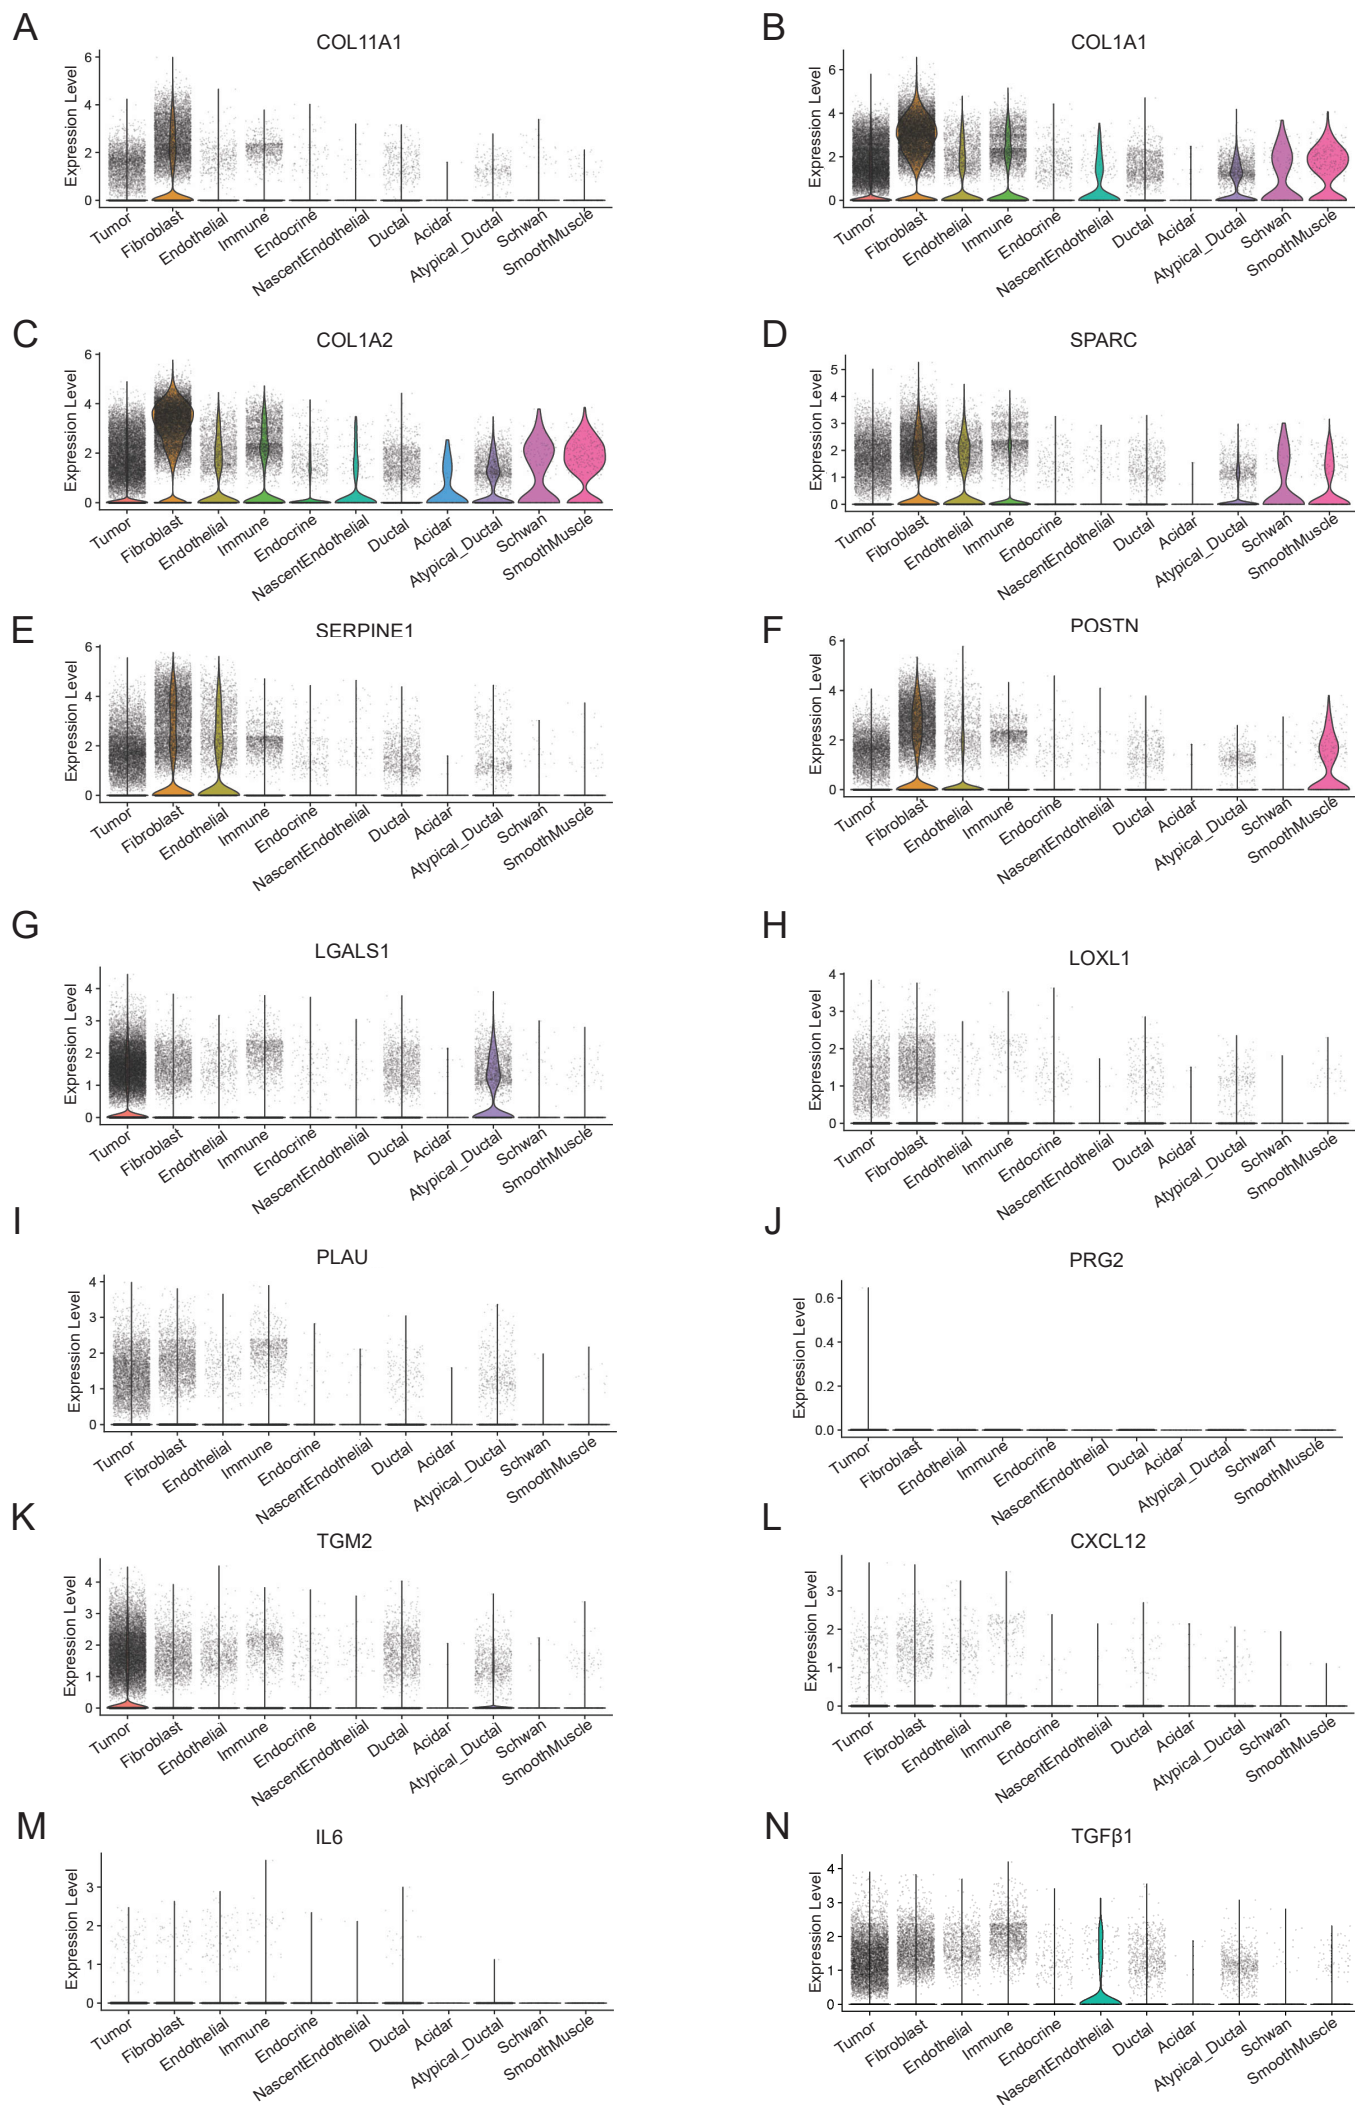

**Supplemental Figure 2. *GLI2* is modulating the expression of matrisome genes.**  
Violin plots from snRNA-Seq showing the expression distribution of the top 13 matrisome genes: A) *COL11A1*, B) *COL1A1*, C) *COL1A2*, D) *SPARC*, E) *SERPINE1*, F) *POSTN*, G) *LGALS1*, H) *LOXL1*, I) *PLAU*, J) *PRG2*, K) *TGM2*, L) *CXCL12*, M) *IL6*, N) *TGFβ1*.

A

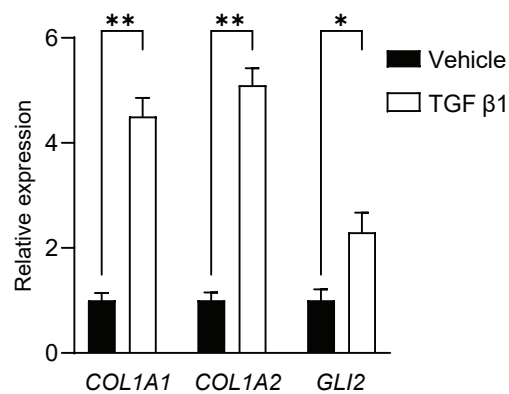

B

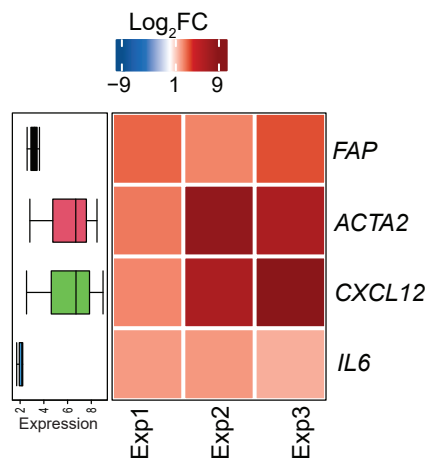

C

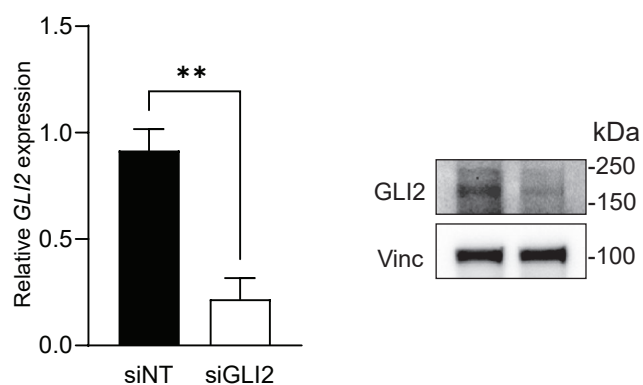

**Supplemental Figure 3. TGFβ1 and GLI2 modulate the expression of Collagen I.** A) *COL1A1*, *COL1A2*, and *GLI2* relative expression in MRC-5 fibroblasts after 24h treatment with 2 ng/ml TGFβ1. B) heatmap displaying the expression of CAFs markers (*FAP*, *ACTA2*, *CXCL12*, and *IL6*) under TGFβ1 treatment. After 24h of TGFβ1 incubation, MRC-5 cells were harvested, and RNA was extracted. qPCR was assayed. Boxplots represent the expression distribution across 3 independent experiments. C) Left, qPCR results from the same samples incubated with the siRNA system. Right, Western blot showing the expression of GLI2 in HPSC cells incubated with siGLI2 or siNT (control) over 48h. Vinculin was employed as loading control. Results are expressed as means ± SD. Statistical significance,  $P < 0.05 = *$ ;  $P < 0.01 = **$ .

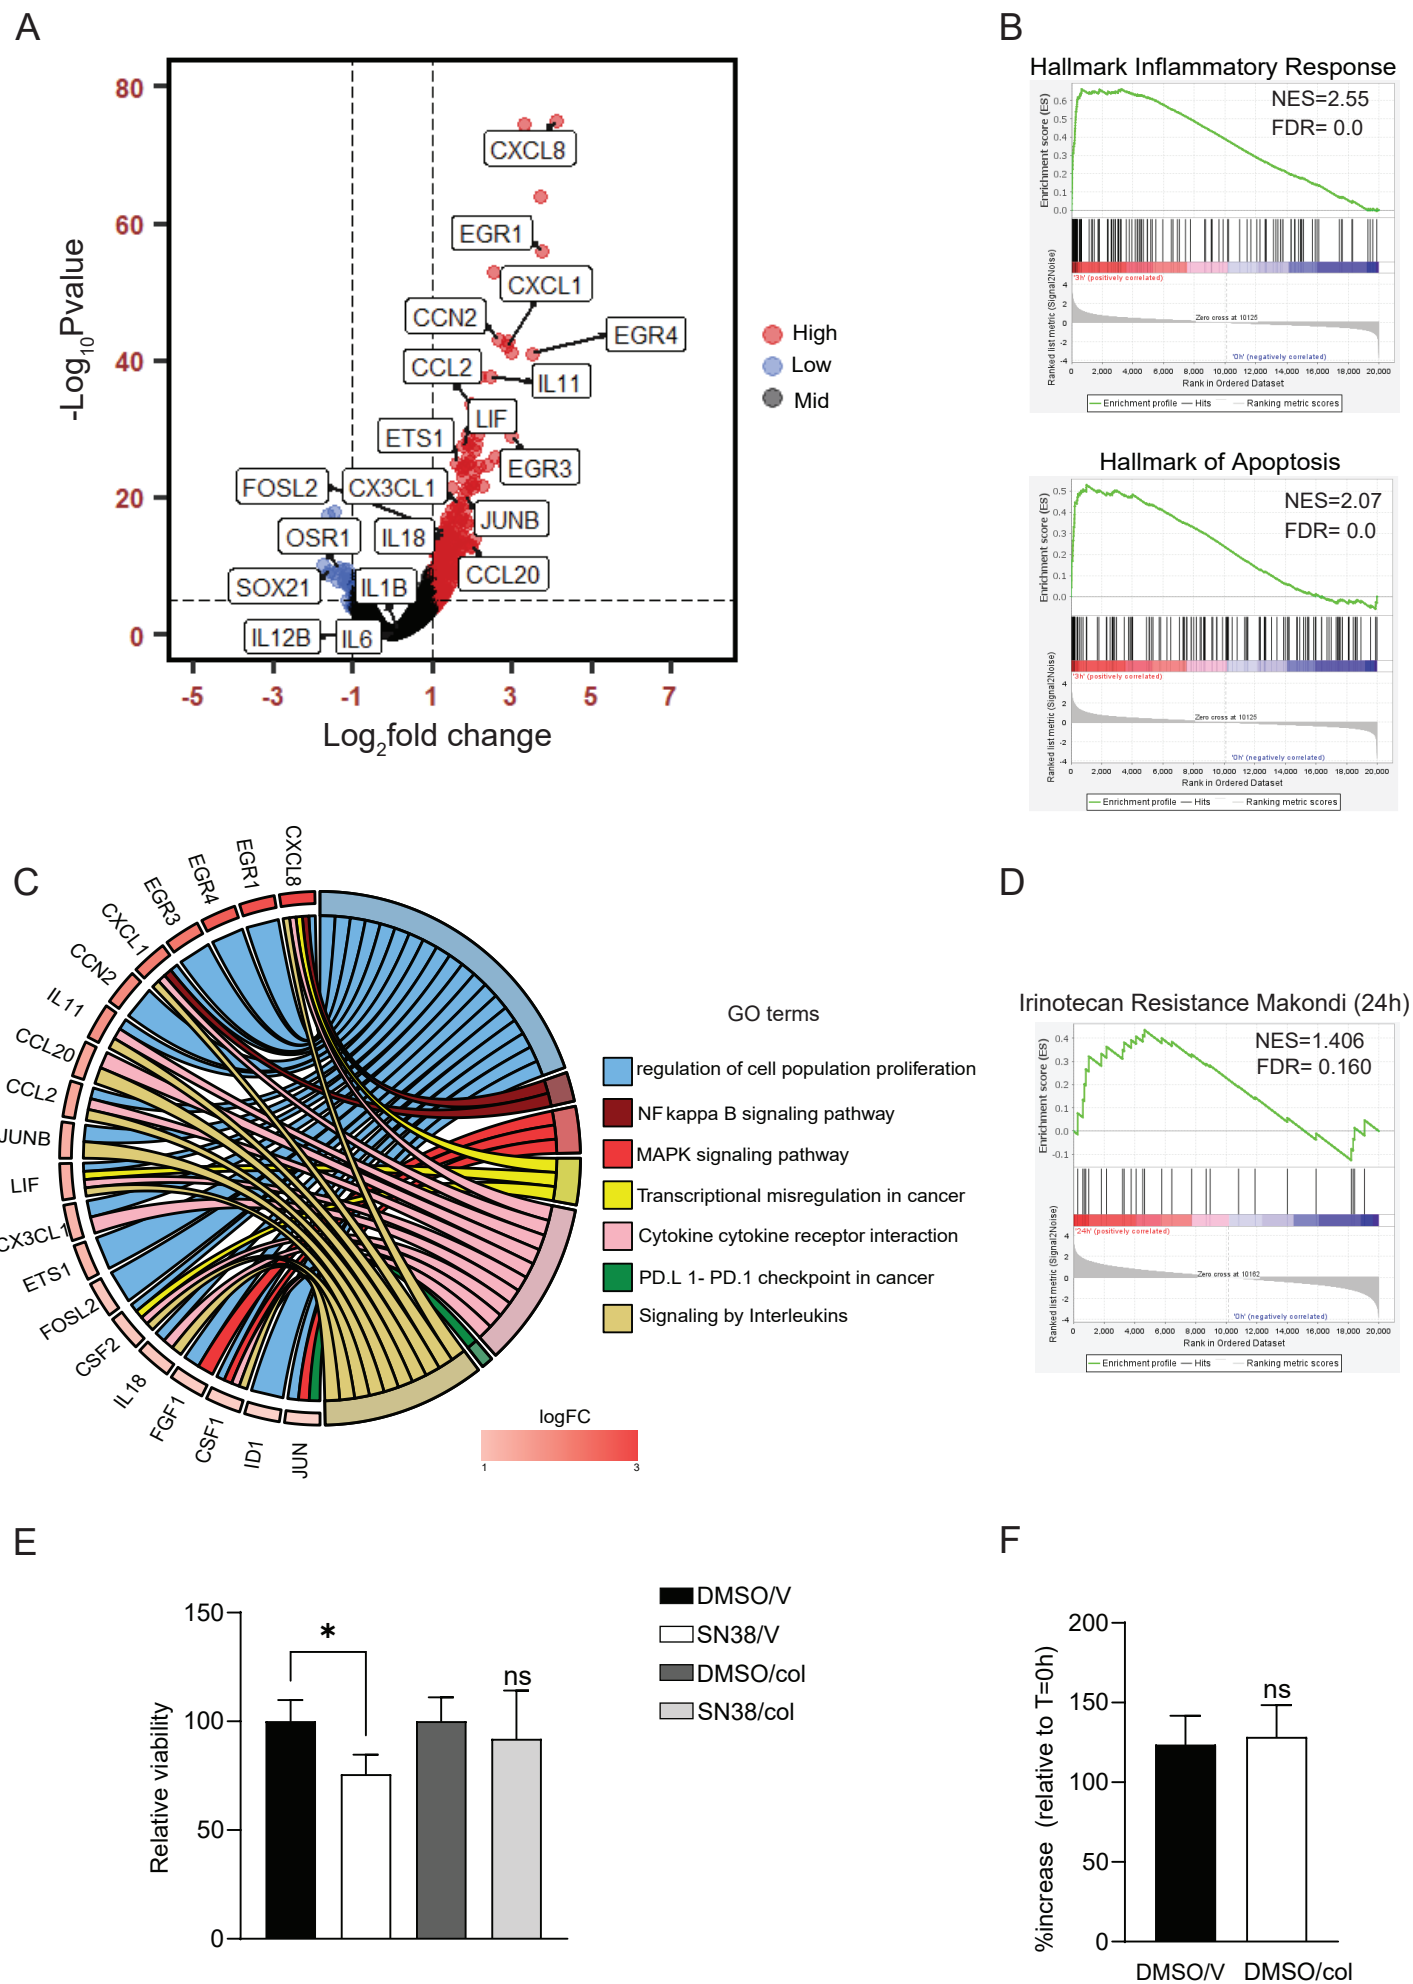

**Supplemental Figure 4. Collagen I triggers irinotecan resistance and proinflammatory pathways in PC cells.** A) Volcano plot showing downregulated and upregulated genes in PANC-1 cells treated 3h with soluble Collagen I. The cut-off value for log2 fold change is  $>1$  and the cut-off for P value is  $10e-6$ . B) GSEA analysis showing enrichment in gene sets associated with hallmark of inflammatory response (upper chart) and apoptosis (lower chart). C) Chord diagram displaying the relationship between genes identified and the functional pathways (GO term) associated. D) GSEA analysis associated with irinotecan resistance in PANC-1 cells treated with Collagen I for 24h. E) Viability analysis of PANC-1 cells. Cell cultures were incubated for 24h with DMSO or 4 mM of SN38 along with either 50  $\mu$ g/ml of Collagen (col) or vehicle (V). Following treatment, the viability was evaluated by MTT assay ( $n=4$ ). F) Panel showing control groups for cell counting assay of MIA Paca-2 cells. Cell cultures were incubated 24h with either DMSO or 4 mM of SN38 in presence of 50  $\mu$ g/ml of Collagen (col) or vehicle (V). The cell number was determined using Celligo Imager ( $n=3$ ). Results are expressed as means  $\pm$  SD. Statistical significance,  $P<0.05 = *$ .

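The limits of the volcano plot were read as an absolute log2 fold change above 1 and an unadjusted p under 1e-05, the height of the dashed line. In limma, 63 genes passed both, 61 higher and 2 lower at 3 h. The alternative that moved this count most was DESeq2 with only the 0 h and 3 h samples in the fit, chosen after seeing the data, with 353 genes, and leaving out replicate 1, 2 or 3 at 3 h gave 24, 30 and 34 genes and leaving out replicate 1, 2 or 3 at 0 h gave 28, 28 and 48. The 5 rising genes with the smallest p, among those with samples that did not overlap and an absolute log2 fold change above 1, were EGR3, IL11, C3orf52, ID2 and FOSB, with log2 fold changes of 5.93, 2.80, 2.21, 3.01 and 4.93 and adjusted p from 3.58e-04 to 3.90e-04 (limma, Benjamini-Hochberg). IL11 (ENSG00000095752, chromosome 19 from 55875750 to 55881831 in GRCh37) rose from 850.4 ± 132 to 5984 ± 1484 normalized counts (SD, n = 3). ID2 (ENSG00000115738, chromosome 2 from 8818975 to 8824591) rose from 82.3 ± 15.6 to 669.9 ± 103. The 5 falling genes chosen the same way were ADAMTS15, TENT5C, SCNN1G, SOX21 and KRT13, with log2 fold changes of -1.57, -1.49, -2.40, -2.44 and -3.93 and adjusted p from 0.00183 to 0.00870. SOX21 and KRT13 were past 0.05 in 5 of the 6 fits that left out 1 sample, with an adjusted p of up to 0.0585 and 0.0533 in the remaining one. ADAMTS15 (ENSG00000166106, chromosome 11 from 130318540 to 130346540) fell from 4625 ± 544 to 1548 ± 47.5 normalized counts.

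Of the 20 genes labelled in Fig. S4A, 17 had a mean normalized count of at least 10. Among these, 15 were higher and 2 lower at 3 h, with a median log2 fold change of 2.25 (camera, adjusted p = 1.24e-28). An adjusted p under 0.05 was reached by 16 over all genes and by 17 adjusted over the list alone, and the study chose these genes on these samples, so this is not independent evidence. In 11 of the 16 genes the adjusted p stayed under 0.05 with each sample left out. OSR1 had a log2 fold change of -1.61 with an adjusted p of 0.119. It was past 0.05 with only the 0 h and 3 h samples in the limma fit, which otherwise takes its spread from the 24 h samples too. CX3CL1 (1.86, adjusted p = 0.0357) was past 0.05 in 0 of the 6 fits that left out 1 sample, with adjusted p from 0.0759 to 0.220, and JUNB (2.11, adjusted p = 0.0215) in 1 of 6, with adjusted p from 0.0444 to 0.138. IL1B, IL12B and IL6 had at most 14 reads in any 3 h sample and were not tested. IL1B had at most 1 read in any 0 h sample and 2.9, 3.1 and 14.7 normalized counts in replicates 1, 2 and 3 at 3 h, too few reads for a fold change.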

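The hallmark gene sets were not used here, and lists of interleukins, of the BCL2 and IAP families and of the caspases, written beforehand, were tested at 3 h. The interleukins had a median log2 fold change of 0.24, with 10 of 11 higher (camera adjusted p = 4.02e-06 with Benjamini-Hochberg adjustment, fry 0.00282), 3 past the adjusted p over all genes and 5 adjusted over the list alone. With a correlation estimated from the data neither this list (adjusted p = 0.0770) nor the BCL2 and IAP families (adjusted p = 0.148) passed. The median of the interleukins was 0.80 without replicate 3 at 3 h, 0.37 without replicate 3 at 0 h and 0.36 without replicate 1 at 0 h. The BCL2 and IAP families had a median of 0.050, with 13 of 23 higher (camera adjusted p = 0.0490, fry 0.00274), 5 past the adjusted p over all genes and 6 adjusted over the list alone. With 1 sample left out their median was 0.028 without replicate 1 at 0 h (camera adjusted p = 0.134), 0.029 without replicate 2 at 0 h (0.0536), 0.070 without replicate 3 at 3 h (0.0603), 0.025 without replicate 1 at 3 h and 0.13 and 0.12 without the remaining samples. With values rescaled to equal totals the camera adjusted p of this list was 0.0590, and in the 10 alternatives that kept every sample it ranged from 0.00636 to 0.0862. Members of these families went in both directions, and 2 of the genes, BIRC3 among them, stand on another list. The caspases had a median of 0.0076, with 6 of 9 higher (camera adjusted p = 0.382), 0 past the adjusted p over all genes, 1 adjusted over the list alone and 1 with an unadjusted p under 0.05, and the median was -0.0076 without replicate 3 at 3 h, 0.087 without replicate 1 at 3 h and 0.11 without replicate 3 at 0 h.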

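The 20 genes drawn in the chord diagram, from CXCL8 to JUN, were all higher at 3 h, with a median log2 fold change of 2.28 that stayed the same with CSF2 at its lower bound (camera, adjusted p = 2.24e-45 with Benjamini-Hochberg adjustment). The study chose these genes on these samples, so the count that passed an adjusted p of 0.05, 18 over all genes and 20 adjusted over the list alone, is not independent evidence. In 12 genes the adjusted p stayed under 0.05 with each sample left out. EGR4 had the largest log2 fold change, 7.66, followed by EGR3, CXCL8 and CCL20 (ENSG00000115009, chromosome 2 from 228670455 to 228682280 in GRCh37), whose log2 fold change was 5.51 (standard error 0.69). EGR4 had between 0 and 5.42 normalized counts at 0 h, and its log2 fold change was 6.28 with a pseudocount of 5. CSF2 had at most 2 reads in any 0 h sample and was at least 21.7-fold higher at 3 h. ID1 (1.26, adjusted p = 0.0832) and JUN (1.18, adjusted p = 0.394) were the 2 that did not pass. The fit takes its spread from all 9 samples, and JUN ran from 12881 to 70901 normalized counts at 24 h. With only the 0 h and 3 h samples in the limma fit, ID1 and JUN were past 0.05.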

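Of the 26 irinotecan genes, 18 had a positive signal to noise at 24 h against 0 h, and the highest values were 1.49 for BIRC3, 1.24 for INPP4B and 1.11 for PLA2G4C. BIRC3 had 10671 ± 3746 normalized counts at 24 h (SD, n = 3), a log2 fold change of 1.91 against 0 h (standard error 0.37, limma adjusted p = 0.0834 with Benjamini-Hochberg adjustment), between 1.44 and 2.20 with each sample left out. CCL2 had 12929 ± 3403 normalized counts and a log2 fold change of 0.66 (adjusted p = 0.135), between 0.46 and 0.82 with each sample left out. The 10 core genes of Table S1 had a median of 0.54 at 24 h, with 8 higher, 0 past an adjusted p of 0.05 over all genes, 5 adjusted over the list alone and 6 with an unadjusted p under 0.05 (camera p of 0.00155). The study chose them on the 0 h and 3 h samples, 3 of which, those at 0 h, enter this comparison too. The median log2 difference of the 26 genes from the 0 h mean was 0.49, 0.51 and 0.11 in replicates 1, 2 and 3 at 24 h. It was 0.17, 0.22 and -0.46 in those at 0 h, each set against the mean of the other 0 h samples, which widens their spread.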

| SYMBOL     | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES  | CORE ENRICHMENT |
|------------|-------------------|-------------------|-------------|-----------------|
| BIRC3      | 3                 | 4.031193256       | 0.24327867  | Yes             |
| CCL2       | 17                | 3.308135033       | 0.44239345  | Yes             |
| GLIS3      | 1014              | 0.985389888       | 0.45199275  | Yes             |
| PLK2       | 1529              | 0.798146546       | 0.4744358   | Yes             |
| FGF2       | 2635              | 0.576069057       | 0.45385626  | Yes             |
| TNIK       | 2685              | 0.568229854       | 0.4857144   | Yes             |
| PLA2G4C    | 3136              | 0.510917306       | 0.49401948  | Yes             |
| ARPC4-TTL3 | 3642              | 0.455965877       | 0.49625045  | Yes             |
| CDH15      | 3720              | 0.448058963       | 0.519449    | Yes             |
| COPB2      | 4045              | 0.416681111       | 0.52837676  | Yes             |
| INPP4B     | 4805              | 0.350312978       | 0.511501    | No              |
| ALDH1L1    | 4939              | 0.339032263       | 0.5253099   | No              |
| PRKACB     | 7222              | 0.178697482       | 0.4217607   | No              |
| ABCC4      | 7322              | 0.172548279       | 0.42721984  | No              |
| CAPS2      | 7624              | 0.155559033       | 0.4215318   | No              |
| ZDHHC11    | 7720              | 0.149314955       | 0.4257884   | No              |
| TFPI       | 8123              | 0.122946247       | 0.41307038  | No              |
| MECOM      | 8976              | 0.072089903       | 0.37473398  | No              |
| PRSS23     | 9381              | 0.044400841       | 0.35717267  | No              |
| ITGBL1     | 9448              | 0.040982813       | 0.35634053  | No              |
| SULF2      | 12429             | -0.138726056      | 0.21540412  | No              |
| HS3ST1     | 13445             | -0.200124085      | 0.17663209  | No              |
| MGLL       | 13868             | -0.224132866      | 0.16902225  | No              |
| GNAS       | 15296             | -0.31379813       | 0.116471216 | No              |
| SPARC      | 18251             | -0.582816422      | 0.003654545 | No              |
| SKIDA1     | 19874             | -1.375769973      | 0.005461585 | No              |

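The gene list that follows gives for each of 26 genes a rank metric score, the signal to noise of the 3 h samples against the 0 h samples, and a running enrichment score, the height of the running sum when the ranking reaches that gene. The metric was computed again from the normalized counts, with each SD set to at least 0.2 of its mean. It had the sign of the paper's value for 24 of the 26 genes, and for 26 with the values rescaled to equal totals. The largest difference from the paper's value was 0.108 and the median difference 0.0509. With equal totals the largest difference was 0.0586. The difference was smaller than the jackknife standard error, taken from leaving out each sample, for 26 of the 26 genes. Both metrics come from the same samples, so this error, a spread between samples, does not measure the difference. PLK2 had a signal to noise of 0.76, FGF2 0.54 and TNIK 0.50, whereas SKIDA1 had -1.45, SPARC -0.66 and GNAS -0.40. ITGBL1 (-0.023) and PRSS23 (-0.033) lay near 0. ARPC4-TTLL3, listed as ARPC4-TTL3, is a readthrough of the neighbouring genes ARPC4 and TTLL3, so its reads could have been split with theirs and its value of 0.35 is uncertain.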

**Supplemental Table 1.** Gene List from gene set enrichment analysis (GSEA) in PANC-1 cells treated 3h with soluble Collagen I.

How the deposited data were processed for this re-analysis (not part of the article)

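RNA was sequenced from PANC-1 cells after 0 h, 3 h and 24 h with soluble type I collagen, in 3 samples at each time. The authors aligned the reads to HG19 with MAPRseq v2.0 and counted reads on genes with htseq-count, and the paper names DESeq2 for differential expression and GSEA, g:Profiler and ComplexHeatmap for what follows it. The authors deposited 1 table of normalized counts for 57773 genes and 9 samples, each value being a signal made by the authors from the read count of the gene, divided by 1 size factor per sample. In each sample 100% of the values were whole multiples of 1 step, so the whole reads were recovered from them. The reads counted on genes ranged from 58451124 to 77865151 per sample, and 42821 genes had a read in any sample. Gene positions are those of the GRCh37 annotation, which names 55538 of the genes. Samples were grouped by the time given in their labels, and 0 sample columns were left unmapped.

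Because the table holds normalized counts, the main test was limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on the log2 of the normalized count plus 1, with 1 mean per time, no covariates and Benjamini-Hochberg adjustment. It was fitted to all 9 samples for the 23555 genes with a mean normalized count of at least 10. The comparisons were 3 h against 0 h, 24 h against 0 h and 24 h against 3 h. DESeq2 1.42.0 and edgeR 4.0.16 on the recovered reads were alternatives. The samples at 0 h and 3 h were clustered on the 1000 most variable genes, with Euclidean distance and complete linkage.

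GSEA's running sum with weight 1 was computed for the 26 genes of Table S1, the only form of the irinotecan set used here, with genes ranked by signal to noise on the normalized counts. Each SD was set to at least 0.2 of its mean, and p came from 10000 random sets, a permutation of genes, and from the 20 orders of the sample labels. A total of 18 gene lists were tested with camera at a correlation of 0.01, with fry and with a correlation estimated from the data. They were the 26 genes and the 10 core genes of Table S1, the genes of Fig. S4A and of Fig. S4C, the EGR family, chemokine ligands, interleukins, NF-kB target genes, immediate early genes, SRF cytoskeletal genes, BCL2 and IAP families, caspases, collagen receptors, genes raised on growth factor withdrawal, sterol synthesis genes, study genes (GLI2, COL1A1 and TGFB1), and the S phase and G2/M genes of Seurat 5.3.0. A list of 2 clock genes was too short to test, since a list needed at least 3 tested genes. The 16 lists beside those of Table S1 were adjusted together over 3 h and 24 h against 0 h, which makes 32 tests, and separately for 24 h against 3 h. The lists, the tests, the alternatives not marked as added and the rule for naming genes were set before the data were examined. The rule names every gene labelled in Fig. S4A and Fig. S4C, the core genes of Table S1, GLI2, COL1A1, COL1A2, TGFB1, the collagen receptors, and for 3 h and 24 h against 0 h the 5 rising and 5 falling genes with the smallest p among those with an absolute log2 fold change above 1 and samples that did not overlap. Genes of other lists are named as examples of a list whose result is given. EGR2, SKIDA1, SPARC, GNAS, ITGBL1 and PRSS23 are named as members of their lists, EGR2 for its adjusted p and the others for their ranks, after their values were seen.

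The alternatives were pseudocounts of 0.5 and 5, no filter, a filter at a mean of 50, quantile normalization, values rescaled to equal totals, the replicate number as a term, only the 2 groups compared, eBayes without trend, edgeR, DESeq2 and each sample left out, with other metrics, weights and gene filters for GSEA and other gene numbers and distances for clustering. Added after seeing the data were DESeq2 with a normal prior on the fold changes, DESeq2 and edgeR with only the 2 groups compared, and for GSEA the size factors of the 6 samples alone, genes with an Entrez identifier, protein-coding genes, an unweighted score without BIRC3 and CCL2, and a score without the 2 top genes of the set and of each random set. To test for technical trends, a smooth trend with gene length and GC content was removed from each library for the 22685 tested genes with both values, and each library was thinned to 58451124 reads. The thinned reads were used without size factors, so thinning also set the libraries to equal totals.

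The code was tested on simulated data. With 200 genes changed among 23555, limma, edgeR and DESeq2 each recovered 194, with 11, 9 and 16 false calls. A planted set of 26 genes had a p of 1.79e-20 in camera and 6.39e-05 in fry, and 1 and 6 of 200 unchanged sets had p under 0.05. By permutation of genes in GSEA the planted set had p = 5.00e-04, the smallest that its random sets can give, and 4 of 100 unchanged sets had p under 0.05. Other software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The hallmark gene sets and the GO terms of Fig. S4 were not used here.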

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

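The splits of the samples were set beforehand, and the tests of gene length and GC content and of depth were chosen only after the results were seen. The 2 time points were compared directly, as 24 h against 3 h in the limma fit to the 9 samples, and 398 genes had an adjusted p under 0.05, 98 higher and 300 lower at 24 h. Of the 10 splits of the 6 samples, 1, the real one, gave as many genes, the next gave 10 and the other 8 gave 0, although 10 splits cannot give a share under 0.1. The number of genes was 30, 55 and 111 without replicates 1, 2 and 3 at 3 h, and 61, 126 and 6452 without replicates 1, 2 and 3 at 24 h. Without replicate 3 at 24 h, 51.3% of the genes were higher at 24 h, against 24.6% with all samples. DESeq2 on the recovered reads gave 1932 genes with all samples, 49.7% of them higher.

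Among the gene lists, 9 passed both camera and fry between 24 h and 3 h, and the signs of their medians held under quantile normalization and values rescaled to equal totals. The EGR family had a median log2 fold change of -5.47 (0 of 4 higher), 3 past the adjusted p over all genes and 3 adjusted over the list alone. The 20 genes of Fig. S4C had a median of -1.45 (1 of 20 higher), 12 past the adjusted p over all genes and 16 adjusted over the list alone, and the 17 of Fig. S4A a median of -1.21 (2 of 17 higher), 10 past the adjusted p over all genes and 13 adjusted over the list alone. The study chose the genes of both panels on these samples at 3 h, so a fall from 3 h is not independent evidence. For the chemokine ligands the median was -0.85 (1 of 14 higher), 4 past the adjusted p over all genes and 6 adjusted over the list alone. SRF cytoskeletal genes fell by 0.54 (1 of 15 higher), 2 past the adjusted p over all genes and 8 adjusted over the list alone. These 5 lists passed both tests in each of the 6 fits that left out 1 sample. Sterol synthesis genes fell by 0.52 (4 of 23 higher), 1 past the adjusted p over all genes and 13 adjusted over the list alone, with an adjusted fry p of 0.0566 without replicate 1 at 3 h (0.00920 in the lowest of the 6 fits). The NF-kB target genes fell by 0.77 (1 of 21 higher), 6 past the adjusted p over all genes and 11 adjusted over the list alone. Without replicate 3 at 24 h they fell by 0.44, and the adjusted fry p was 0.0963 without replicate 1 at 3 h, 0.0931 without replicate 2 at 3 h and 0.0553 without replicate 1 at 24 h (0.0135 in the lowest of the 6 fits). The immediate early genes fell by 0.78 (12 of 29 higher), 10 past the adjusted p over all genes and 14 adjusted over the list alone. Without replicate 3 at 24 h they fell by 0.29, and the camera adjusted p was 0.275. Their adjusted fry p was 0.0882 without replicate 1 at 3 h, 0.0616 without replicate 3 at 3 h, 0.0553 without replicate 1 at 24 h and 0.0878 without replicate 3 at 24 h (0.0205 in the lowest of the 6 fits). The caspases rose by a median of 0.42 (7 of 9 higher), 0 past the adjusted p over all genes (4 at an unadjusted p under 0.05) and 1 adjusted over the list alone. The adjusted fry p of the caspases was 0.0588 without replicate 1 at 3 h, 0.0588 without replicate 2 at 3 h, 0.0557 without replicate 3 at 3 h, 0.0674 without replicate 1 at 24 h and 0.0529 without replicate 2 at 24 h (2.56e-04 in the lowest of the 6 fits). Without replicate 2 at 24 h the caspases did not pass camera either (adjusted p = 0.0519). With a correlation estimated from the data, the genes of Fig. S4A and Fig. S4C and the EGR family passed, 3 of the 9.

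Of the named genes, 23 differed between 24 h and 3 h, with an adjusted p from 2.10e-04 to 0.0490 (limma, Benjamini-Hochberg), 7 of them in every fit that left out 1 sample, and the direction of all 23 held in each. Over the alternatives that kept every sample, the adjusted p of these genes reached 0.120. Those lower at 24 h were CXCL8 (-2.81), CXCL1 (-1.61), CCN2 (-3.74), EGR4 (-6.78), CCL2 (-1.59), IL11 (-2.60), LIF (-1.20), ETS1 (-1.09), EGR3 (-6.35), IL18 (-1.21), ID1 (-1.65), BIRC3 (-2.11), C3orf52 (-1.70), ID2 (-1.88), FOSB (-4.10), SPN (-1.20), LINC01273 (-1.65), NHLRC4 (-1.56) and EGR2 (-4.60), each with its log2 fold change. Those higher at 24 h were ADAMTS15 (1.29), TENT5C (1.01) and CLMP (0.97). CSF2 had a log2 fold change of -5.20, with at most 4 reads in any 24 h sample, so the size of its fall is uncertain.

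With a trend with gene length and GC content removed from each library, 9 of the 9 lists still passed both tests, and with each library thinned to 58451124 reads 7 did, which argues against either as the source of the difference between 24 h and 3 h as a whole. Thinned, the adjusted fry p was 0.0524 for the caspases and 0.0506 for the NF-kB target genes, so for these 2 lists depth cannot be told apart from a change with time, because the values lie next to the limit of 0.05. Thinning also put equal totals in place of the size factors, so it did not separate depth from scaling for them. The 10 genes with the most reads took at most 6.48% of a library, and reads from other cells were not tested. The design gives the time with type I collagen as the biological explanation, and the time since the change of medium runs along with it, so neither was separated from the other here.

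At 24 h against 0 h, where the paper reports the irinotecan set, 47 genes had an adjusted p under 0.05, and 2 of the 10 splits of the 6 samples gave as many. The other split, which put replicate 3 at 24 h with replicates 1 and 2 at 0 h, gave 49 genes. The other 8 splits gave 0 genes. The lists that passed camera and fry at 24 h, beside the NF-kB target genes (median 1.37) and the collagen receptors (0.72), were 6. The 20 genes of Fig. S4C had a median of 0.72 (16 of 20 higher), 2 past the adjusted p over all genes and 13 adjusted over the list alone, with an adjusted fry p of 0.0686 without replicate 1 at 24 h (5.58e-04 in the lowest of the 6 fits). The genes of Fig. S4A had a median of 0.69 (13 of 17 higher), 2 past the adjusted p over all genes and 12 adjusted over the list alone. Their adjusted fry p was 0.0559 without replicate 1 at 0 h, 0.0502 without replicate 2 at 0 h, 0.0738 without replicate 1 at 24 h and 0.0514 without replicate 2 at 24 h (5.90e-04 in the lowest of the 6 fits). The study chose the genes of both panels with the 0 h samples used here, so neither is independent evidence. The caspases had a median of 0.49 (8 of 9 higher), 0 past the adjusted p over all genes (5 at an unadjusted p under 0.05) and 4 adjusted over the list alone, with an adjusted fry p of 0.0686 without replicate 1 at 24 h (5.07e-05 in the lowest of the 6 fits). The chemokine ligands had a median of 0.64 (8 of 14 higher), 1 past the adjusted p over all genes and 7 adjusted over the list alone. In fry the adjusted p of the chemokine ligands was 0.116 without replicate 1 at 0 h, 0.0795 without replicate 2 at 0 h, 0.0880 without replicate 3 at 0 h, 0.0854 without replicate 1 at 24 h and 0.0947 without replicate 2 at 24 h (5.58e-04 in the lowest of the 6 fits). For the interleukins the median was 0.75 (10 of 11 higher), 0 past the adjusted p over all genes (6 at an unadjusted p under 0.05) and 1 adjusted over the list alone. In fry the adjusted p of the interleukins was 0.0655 without replicate 1 at 0 h, 0.0794 without replicate 2 at 0 h, 0.0854 without replicate 1 at 24 h and 0.0947 without replicate 2 at 24 h (0.0139 in the lowest of the 6 fits). The sterol synthesis genes fell by 0.49 (3 of 23 higher), 1 past the adjusted p over all genes and 11 adjusted over the list alone. In fry their adjusted p was 0.0655 without replicate 1 at 0 h, 0.0693 without replicate 2 at 0 h and 0.0738 without replicate 1 at 24 h (0.0276 in the lowest of the 6 fits). Each of these 8 lists passed camera in all 6 fits that left out 1 sample, and none of their medians changed sign under quantile normalization or values rescaled to equal totals.

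The named genes past an adjusted p of 0.05 at 24 h were 13, with an adjusted p from 0.0383 to 0.0462 in limma with Benjamini-Hochberg adjustment. Higher than at 0 h were EGR1 (3.82), CXCL1 (2.04), ITGA2 (1.39), LTB (2.42), CLMP (1.17), HRH1 (1.09), FOS (3.43) and PLAU (1.11), and lower were SPN (-1.89), MLXIP (-1.13), LINC01273 (-1.93), PPL (-1.18) and NHLRC4 (-1.83), each with its log2 fold change. In the fits that left out 1 sample each was past 0.05 in 1 or 2 of 6, 1 of these being the fit without replicate 3 at 24 h, and the direction of all 13 held. Over the alternatives that kept every sample their adjusted p reached 0.199. ITGA2 is one of the collagen receptors, CXCL1 and LTB are among the NF-kB target genes and EGR1 and FOS among the immediate early genes.

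With the trend with gene length and GC content removed, 7 of the 8 lists still passed at 24 h, and 7 of 8 with the libraries thinned, which argues against either as the source of the whole pattern. The chemokine ligands had an adjusted fry p of 0.0587 without the trend and the sterol synthesis genes 0.0570 when thinned, so for each of these 2 lists that explanation cannot be told apart from a change with time, since the values lie next to the limit. For the sterol synthesis genes thinning did not separate depth from scaling, because it also set the libraries to equal totals. Time with type I collagen, time in culture and the change of medium remain open together, since the 0 h samples were the only controls analysed here.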

How the results depend on the processing

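At 3 h against 0 h the number of genes at an adjusted p under 0.05, 244 in limma, was 618 with only the 2 groups compared, 158 without the trend and 679 with DESeq2. With the alternatives chosen after seeing the data it was 679 with DESeq2's normal prior on the fold changes, 1144 with DESeq2 and only the 2 groups, 1144 with both and 660 with edgeR and only the 2 groups. The genes past the volcano limits, 63 in limma, numbered 124, 34, 230, 205, 353, 271 and 126 in the same order of settings. At 24 h against 0 h the number, 47 in limma, was 0 without a filter (6591 at an unadjusted p under 0.05), 16 with quantile normalization, 14 with equal totals, 0 with only the 2 groups (3628 unadjusted), 0 without the trend (4895 unadjusted), 27 with edgeR and 1683 with DESeq2. The added settings gave 1683, 628, 628 and, with edgeR, 0 (3579 unadjusted). At 24 h against 3 h the number, 398 in limma, was 92 with only the 2 groups and 1932 with DESeq2, and 1932, 1959, 1959 and 91 with the added settings. The fits with only the 2 groups have 4 residual degrees of freedom in place of 6. The main fit also took its spread from all 9 samples, so the 24 h samples entered it at 3 h. No fit at 3 h against 0 h left out replicate 3 at 24 h. Apart from that the cause was not tested.

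Across the 6 fits that each left out 1 sample, the number of genes ran from 78 to 199 at 3 h, from 0 to 7157 at 24 h against 0 h and from 30 to 6452 at 24 h against 3 h, with both highest values at 24 h being those without replicate 3 at 24 h. The genes past the volcano limits ran from 24 to 48. At 24 h against 0 h the 4 fits with 0 genes, without replicate 1 or 2 at either time, had 5088, 3918, 2481 and 2460 genes at an unadjusted p under 0.05.

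The enrichment score of the irinotecan genes at 3 h, 0.461, no longer had a permutation p under 0.05 in 5 settings with all 6 samples. They were no weights (0.224), BIRC3 and CCL2 left out (0.236), log2 values (0.361) and, chosen after seeing the data, no weights with those 2 genes left out (0.204) and the 2 top genes of every set left out (0.236). For log2 values the floor on each SD set the values of BIRC3 and CCL2, so that setting does not test signal to noise on log2 values. In 4 of the 6 fits with 1 sample left out the permutation p was also over 0.05, at 0.0749 and 0.0545 without replicates 1 and 2 at 0 h and 0.0726 and 0.0649 without replicates 2 and 3 at 3 h. Over the 6 fits the score ran from 0.428 to 0.515. In some settings with all 6 samples the permutation p at 3 h was instead lower than the 0.0462 of the main one. Ranking by limma's moderated t gave 0.00770, and 0.00250 with the replicate number as a term. A mean of at least 10 gave 0.0247, equal totals 0.0255 and, chosen after seeing the data, protein-coding genes 0.0232. At 24 h the score kept its side of the limit under each of the 13 alternatives with all 6 samples and ran from 0.445 to 0.511 with 1 left out. The median log2 fold change of the 26 genes in camera ran from -0.017 to 0.28 at 3 h, the lowest being a reversal without replicate 3 at 0 h, and from 0.19 to 0.51 at 24 h, where it was 0.42 and no longer past 0.05 (camera p of 0.0973) with a filter at a mean of 50. The ratio of distances in the clustering ran from 1.36 to 1.58 with 1 sample left out. Of the 32 tests of the other lists, 21 passed camera, and 20 to 21 did so without each of the samples at 0 h. The cause of these changes was not tested.

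Medians and log2 fold changes near 0 reversed in some settings. The BCL2 and IAP families at 24 h, 0.00052 with all samples, had -0.018 without a filter and -0.078 with quantile normalization. ITGA1 at 3 h had -0.021 with edgeR, -0.033 with DESeq2 and -0.027, -0.041, -0.031 and -0.038 with the added settings, against 0.069 in limma. With 1 sample left out the median at 3 h ran from -0.091 to 0.075 for the sterol synthesis genes, from -0.051 to 0.15 for the S phase genes, from -0.21 to 0.053 for the study genes and from -0.0076 to 0.11 for the caspases. At 24 h it ran from -0.058 to 0.068 for the BCL2 and IAP families, from -0.056 to 0.23 for the S phase genes and from -0.016 to 0.21 for the study genes. Of single genes at 3 h, the log2 fold change ran from -0.21 to 0.50 for COL1A1, from -0.12 to 0.21 for TGFB1, from -0.37 to 0.33 for ITGA1, from -0.18 to 0.056 for ITGA10, from -0.082 to 0.30 for ITGB1, from -0.029 to 0.26 for DDR1 and from -0.24 to 0.056 for MRC2. The cause was not tested.

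Of the other values for lists and single genes, 1181 kept their direction and side of the limit under an alternative with all samples, 70 became weaker and 30 stronger, and with 1 sample left out 462 kept both, 88 became weaker and 7 stronger. With the replicate number as a term (replicate block), 284 genes passed at 3 h, 52 at 24 h against 0 h and 336 at 24 h against 3 h. The block kept 225 of the 244 genes of limma, 36 of the 47 and 290 of the 398. Among the values for lists and single genes counted here, it moved the collagen receptors at 3 h (camera adjusted p = 0.0312), ID1 and ITGA2 at 3 h and BIRC3 at 24 h past 0.05 and no others across it. The numbers were not found to pair the samples. After the mean of each time was removed, the correlation across genes between samples of the same number ran from -0.194 to 0.237 over 9 pairs, with a mean of 0.060 against -0.028 for other pairs. Depth limits the genes near the floor, such as IL6, IL12B and IL1B, which were below the filter.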

Differences from the paper's values

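The paper's rank metric in Table S1 is 0.0410 for ITGBL1 and 0.0444 for PRSS23, and the signal to noise here was -0.0226 and -0.0334, of the opposite sign. Both differences were smaller than the jackknife standard error (0.302 and 0.142). The paper's values and these come from the same samples, so that error, a spread between samples, does not measure the gap. Of the alternatives set before the data were examined, values rescaled to equal totals gave 0.0156 and 0.0278, with the paper's signs. The log2 values had the paper's sign for ITGBL1 (0.00154) and not for PRSS23 (-0.00326). The sign was also the paper's without replicate 3 at 3 h for both genes, without replicate 1 or 2 at 0 h for ITGBL1 (0.102 and 0.115) and without replicate 1 at 3 h or replicate 3 at 0 h for PRSS23, and not without the remaining samples.

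The log2 fold changes at 3 h against 0 h were larger in size here than the paper's for 11 genes drawn in Fig. S4A, whose values were read by eye. For CXCL8 it was 5.68 against about 4.1 in Fig. S4A, read by eye, and the nearest setting was DESeq2 with a normal prior and only the 2 groups compared, chosen after seeing the values, with 4.75. EGR4 had 7.66 against about 3.5 in Fig. S4A, read by eye, and 1.26 and 4.69 with DESeq2's normal prior, with all 9 samples and with only the 2 groups, both chosen after seeing the values. EGR3 had 5.93 against about 3.0 in Fig. S4A, read by eye, and 4.44 and 2.08 with these 2 added settings. CCL20 had 5.51 against about 2.0 in Fig. S4A, read by eye, and 2.93 and 3.07 with them. None of the alternatives set before the data were examined closed the gap for these 4 genes.

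EGR1 had 4.88 against about 3.7 in Fig. S4A, read by eye, and 3.72 with DESeq2's normal prior and only the 2 groups compared, chosen after seeing the values. CXCL1 had 3.66 against about 2.9 in Fig. S4A, read by eye, and 3.05 with the prior and all 9 samples, chosen after seeing the values. SOX21 had -2.44 against about -1.6 in Fig. S4A, read by eye, and -1.89 with the same setting, chosen after seeing the values. CCN2 had 3.05 against about 2.6 in Fig. S4A, IL11 2.80 against about 2.4 in Fig. S4A and CCL2 2.25 against about 1.9 in Fig. S4A, each read by eye. With the prior and all 9 samples, and with the prior and only the 2 groups, both chosen after seeing the values, the log2 fold change was 2.70 and 2.62 for CCN2, 2.59 and 2.43 for IL11 and 2.04 and 1.99 for CCL2, within the error of the paper's values. None of the alternatives set before the data were examined closed the gap for these 6 genes. ETS1 had 1.78 against about 1.6 in Fig. S4A, read by eye. Of the alternatives set before the data were examined, the fits without replicate 3 at 0 h (1.69) and without replicate 1 at 3 h (1.70) closed the gap for ETS1 and the others did not, and the prior, chosen after seeing the values, gave 1.69 and 1.61.

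Fig. S4A draws OSR1 among the genes that fell past both limits, and here it had an adjusted p of 0.119 in limma with Benjamini-Hochberg adjustment, from 0.00188 to 0.181 over the alternatives that kept every sample of the compared groups. Fig. S4C draws ID1 and JUN among the changed genes, and here their adjusted p was 0.0832 and 0.394, with ranges over those alternatives from 0.00325 to 0.148 and from 0.00523 to 0.463. OSR1 and ID1 were past 0.05 in limma with only the 2 groups compared and with DESeq2, ID1 also with the replicate number as a term, and JUN in limma with only the 2 groups compared. With settings chosen after seeing the values, OSR1 and ID1 were past it in the 3 DESeq2 settings and in edgeR with only the 2 groups compared, and JUN in these except DESeq2's prior with all 9 samples. Fig. S4C orders its genes from CXCL8 and EGR1 downward, whereas the largest log2 fold change here was that of EGR4, 7.66, followed by EGR3, CXCL8 and CCL20.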

Other observations

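The tests of the change of medium and of BIRC3 and CCL2 were set beforehand, and those of replicate 3 at 24 h and of gene length and GC content were chosen only after the results were seen. GLI2 (ENSG00000074047) had a log2 fold change of -0.47 at 3 h (adjusted p = 0.422, limma with Benjamini-Hochberg adjustment), between -0.60 and -0.31 with each sample left out, COL1A1 0.078 (between -0.21 and 0.50) and TGFB1 0.042 (between -0.12 and 0.21). The list of these 3 study genes had a median of 0.042 at 3 h and 0.064 at 24 h (camera adjusted p = 0.515 and 0.695), with 0 genes past an adjusted p of 0.05 over all genes, 0 adjusted over the list alone and 1 and 0 at an unadjusted p under 0.05. The sign of the median at 3 h turned without replicate 1 at 0 h (-0.12), replicate 1 at 3 h (-0.21) or replicate 2 at 3 h (-0.053), and at 24 h without replicate 1 (-0.0064) or replicate 3 (-0.016) at 24 h. It was 0.21 without replicate 2 at 24 h, and 0.035, 0.12 and 0.039 without replicates 1, 2 and 3 at 0 h. COL1A2 had at most 8 reads in any sample and was not tested.

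The 8 collagen receptors had a median log2 fold change of 0.13 at 3 h, 6 of them higher, with a camera adjusted p of 0.0725 and a fry adjusted p of 0.137, and 0 past the adjusted p over all genes (2 at an unadjusted p under 0.05) and 1 adjusted over the list alone. The median was 0.32 without replicate 1 at 0 h and 0.25 without replicate 2 at 0 h. The camera adjusted p was 0.0470 with quantile normalization, and over the alternatives that kept every sample it ran from 0.0312 to 0.122. With a trend with gene length and GC content removed the list passed both tests (camera 0.0428, fry 0.0146), with a median of 0.093, and thinned it passed neither (camera 0.0676, fry 0.180). The difference of the receptors between 24 h and 3 h had a median of 0.13 (camera adjusted p = 0.0863, fry 0.115), 0.42 without replicate 3 at 24 h and 0.20 without replicate 1 at 3 h, and 0 genes past the adjusted p over all genes (3 at an unadjusted p under 0.05) against 2 adjusted over the list alone. Fry passed and camera did not without replicate 3 at 24 h (fry 0.00233, camera 0.0850) and with the trend with gene length and GC content removed (fry 0.0201, camera 0.158), where the median was 0.052. The receptors passed both tests in none of these fits.

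The cells went from 1% FBS to a higher level of serum when type I collagen was added, and serum was tested as a candidate source of the genes that rise at 3 h through lists it would move. Serum brings lipoproteins, which would lower the sterol synthesis genes at 3 h and at 24 h. Their median was -0.048 at 3 h (camera adjusted p = 0.967, 0 past the adjusted p over all genes (1 at an unadjusted p under 0.05) and 0 adjusted over the list alone), and they fell by 0.49 at 24 h. Without replicates 1, 2 and 3 at 3 h the median at 3 h was 0.0096, -0.091 and 0.075, and without those at 0 h it was 0.0019, -0.00078 and -0.080. Growth factors in serum would lower the genes raised on growth factor withdrawal, whose median was -0.25 at 3 h (camera adjusted p = 0.308, 0 past the adjusted p over all genes (3 at an unadjusted p under 0.05) and 1 adjusted over the list alone), from -0.36 to -0.077 with 1 sample left out, the latter without replicate 2 at 3 h, and -0.096 and -0.15 without replicates 1 and 2 at 0 h. Their median was 0.91 at 24 h, 11 of 12 higher (camera adjusted p = 0.0117, fry 0.337, 0 past the adjusted p over all genes (5 at an unadjusted p under 0.05) and 1 adjusted over the list alone), 1.42 without replicate 3 at 24 h, where fry passed (0.00116), and 0.53 without replicate 2 at 24 h. Camera no longer passed without replicate 2 at 24 h (adjusted p = 0.0953) or replicate 3 at 0 h (0.0704), and fry reached 0.618 over the 6 fits.

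Entry into the cell cycle would raise the S phase and G2/M genes at 24 h. The S phase genes had a median of 0.087 at 24 h (camera adjusted p = 0.0968, 0 past the adjusted p over all genes (13 at an unadjusted p under 0.05) and 4 adjusted over the list alone), -0.056 without replicate 3 and 0.23 without replicate 2 at 24 h, and 0.020 at 3 h (camera adjusted p = 0.360, 0 past the adjusted p over all genes (3 at an unadjusted p under 0.05) and 0 adjusted over the list alone), from -0.051 without replicate 3 at 3 h to 0.15 without replicate 1 at 3 h, and -0.0016 and 0.0022 without replicates 2 and 3 at 0 h. The G2/M genes had a median of -0.36 at 3 h (6 of 54 higher, camera adjusted p = 3.27e-09, fry 0.212, 1 past the adjusted p over all genes and 1 adjusted over the list alone) and -0.28 at 24 h (12 of 54 higher, camera adjusted p = 3.25e-04, fry 0.337, 0 past the adjusted p over all genes (18 at an unadjusted p under 0.05) and 0 adjusted over the list alone). With 1 sample left out the G2/M median ran from -0.55 without replicate 3 at 0 h to -0.19 without replicate 1 at 0 h at 3 h, and from -0.49 without replicate 3 at 24 h, where fry passed (0.0334), to -0.15 without replicate 2 at 24 h at 24 h. It was -0.22 at 3 h without replicate 1 at 3 h, and at 24 h -0.16 without replicate 1 at 0 h, -0.48 without replicate 3 at 0 h and -0.17 without replicate 1 at 24 h, and fry reached 0.681. The S phase genes passed camera and not fry without replicate 1 at 3 h (0.00856), and at 24 h without replicate 3 at 0 h (0.0221), replicate 1 at 24 h (0.0255) or replicate 2 at 24 h (0.00107), and at 24 h the camera adjusted p reached 0.691 without replicate 3. These lists move in part with the prediction and in part against it, with all samples no list passes both tests in the direction that would exclude serum, and no sample with the change of medium alone was analysed here, so serum and type I collagen cannot be told apart as sources of the rise at 3 h. As for the number of genes at 3 h, 1 of the 10 splits of the 6 samples, the real one, gave 244 genes and the other 9 gave 0, although 10 splits cannot give a share under 0.1.

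At 24 h the EGR family had a median of 0.34 (2 of 4 higher, camera adjusted p = 0.299, 1 past the adjusted p over all genes and 1 adjusted over the list alone), 0.13 without replicate 2 at 0 h, 0.10 without replicate 2 at 24 h and 0.82 without replicate 3 at 24 h. The SRF cytoskeletal genes had -0.23 (camera adjusted p = 0.0780, 0 past the adjusted p over all genes (3 at an unadjusted p under 0.05) and 0 adjusted over the list alone), -0.11 and -0.13 without replicates 1 and 2 at 24 h and -0.028 with quantile normalization. They passed camera without replicate 1 at 0 h (0.0356) and both tests without replicate 3 at 24 h (camera 0.0176, fry 0.0186), where the EGR family passed fry alone (0.0479). The median of the BCL2 and IAP families was 0.00052 (camera adjusted p = 0.812, 0 past the adjusted p over all genes (6 at an unadjusted p under 0.05) and 3 adjusted over the list alone), from -0.058 without replicate 1 at 24 h to 0.068 without replicate 2 at 24 h. It was -0.041, -0.0083 and -0.040 without replicates 1, 2 and 3 at 0 h, 0.048 without replicate 3 at 24 h and -0.078 with quantile normalization. Between 24 h and 3 h the 26 irinotecan genes had a median of 0.13, from 0.049 without replicate 1 at 24 h to 0.24 without replicate 3 at 24 h (camera p of 0.905, fry 0.646), 2 past the adjusted p over all genes and 3 adjusted over the list alone. The 10 core genes had a median of -0.070 (camera p of 0.0941, fry 0.00344), 2 past the adjusted p over all genes and 5 adjusted over the list alone. Their median was -0.14 without replicate 3 at 24 h, -0.11 without replicate 1 at 3 h and 9.53e-05 without replicate 2 at 3 h, and camera passed without replicate 1 or 2 at 24 h (p of 0.0475 and 0.0483). The study chose the 10 core genes on these samples at 3 h, so they are not independent evidence of a change from 3 h.

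Replicate 3 at 24 h lay nearer the 0 h samples than the other 24 h samples, 0.101 of the way from the 0 h mean to the mean of replicates 1 and 2 at 24 h. Its root mean square log2 difference from each 0 h sample averaged 0.505, and from replicates 1 and 2 at 24 h 0.835. The same distances were 0.473 and 0.818 with a trend with gene length and GC content removed and 0.526 and 0.845 with the libraries thinned, which argues against these trends and against depth as the source. If it were a 0 h sample under the 24 h label, about 25% of the NF-kB target genes would be highest in it among 4 samples, and 16 of 21 lay above all 3 samples at 0 h. Replicate 3 at 0 h itself lay above the other 0 h samples in 12 of 21, so these genes may move together from sample to sample, which leaves the label open. The median of the sterol synthesis genes was -0.57 in replicate 3 at 24 h, -0.51 and -0.28 in replicates 1 and 2 at 24 h and between -0.10 and 0.067 at 0 h. Each 0 h sample was set against the mean of the other 0 h samples. A mixture of cells or RNA of 0 h and 24 h would move each list by the same share of its change to the other 24 h samples, and the share was 1.07 for the sterol synthesis genes, 0.162 for the NF-kB target genes and -0.0905 for the genes raised on growth factor withdrawal. These rest on 1 library, so a different label, a mixture and a weaker response in that culture cannot be told apart, and the sample was kept under its label.

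The enrichment of the irinotecan set at 3 h was tested for resting on its 2 top genes. Without BIRC3 and CCL2 the p against random sets was 0.546, but the 2 were the top genes of the set on these samples while the random sets kept theirs, so this p rises for any set. With the 2 top genes of each random set left out as well, in a test chosen after seeing the data, p was 0.176 at 3 h and 0.00870 at 24 h, where the 2 are BIRC3 and INPP4B. At 3 h a score that rests on BIRC3 and CCL2 and a weak rise of the other 24 genes cannot be told apart, since a p over 0.05 does not show that they stayed level. With a trend with gene length and GC content removed, the median of the 26 genes was 0.037 at 3 h (camera p of 0.0178, fry 3.88e-05) and 0.26 at 24 h (camera p of 0.0763, fry 1.65e-04). At 24 h camera and fry part, so a trend with gene length and GC content cannot be told apart from a rise of the set there.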
